# OTULIN inhibits RIPK1-mediated keratinocyte necroptosis to prevent skin inflammation in mice

**DOI:** 10.1038/s41467-021-25945-1

**Published:** 2021-10-08

**Authors:** Hannah Schünke, Ulrike Göbel, Ivan Dikic, Manolis Pasparakis

**Keywords:** Ubiquitylated proteins, Necroptosis, Cell death and immune response, Chronic inflammation

## Abstract

Linear ubiquitination regulates inflammatory and cell death signalling. Deficiency of the linear ubiquitin chain-specific deubiquitinase, OTULIN, causes OTULIN-related autoinflammatory syndrome (ORAS), a systemic inflammatory pathology affecting multiple organs including the skin. Here we show that mice with epidermis-specific OTULIN deficiency (OTULIN^E-KO^) develop inflammatory skin lesions that are driven by TNFR1 signalling in keratinocytes and require RIPK1 kinase activity. OTULIN^E-KO^ mice lacking RIPK3 or MLKL have only very mild skin inflammation, implicating necroptosis as an important etiological mediator. Moreover, combined loss of RIPK3 and FADD fully prevents skin lesion development, showing that apoptosis also contributes to skin inflammation in a redundant function with necroptosis. Finally, MyD88 deficiency suppresses skin lesion development in OTULIN^E-KO^ mice, suggesting that toll-like receptor and/or IL-1 signalling are involved in mediating skin inflammation. Thus, OTULIN maintains homeostasis and prevents inflammation in the skin by inhibiting TNFR1-mediated, RIPK1 kinase activity-dependent keratinocyte death and primarily necroptosis.

## Abstract (web summary)

OTULIN is a negative regulator of linear ubiquitination, and its deficiency in human causes multi-organ inflammations including the skin. Here the authors show, by combining various genetic tools with epidermis-specific Otulin knockout mice, that Otulin suppresses skin inflammation predominantly by inhibiting RIPK1-mediated keratinocytes necroptosis.

## Introduction

The skin forms an essential structural and immunological barrier protecting the organism from dehydration and from mechanical, chemical and microbial challenges. The maintenance of a healthy skin depends on balanced proliferation and differentiation of epidermal keratinocytes and a tightly regulated cross-talk between epithelial, stromal and immune cells. Disturbance of skin immune homoeostasis results in the pathogenesis of inflammatory skin diseases, such as psoriasis^1^. The regulation of inflammatory and cell death signalling in keratinocytes has emerged as a key mechanism controlling skin immune homoeostasis and contributing to the pathogenesis of skin diseases^1^. Tumour necrosis factor (TNF) is a potent cytokine that has emerged as a critical therapeutic target in inflammatory diseases, including psoriasis^2^. However, despite the proven clinical efficacy of anti-TNF therapy, the mechanisms by which TNF triggers inflammation in these patients remain poorly understood.

TNF signalling via TNF receptor 1 (TNFR1) not only induces the activation of inflammatory and pro-survival pathways, including the nuclear factor κB (NF-κB) and mitogen activated protein kinase (MAPK) cascades, but can also trigger cell death by activating caspase-8-induced apoptosis or receptor interacting protein kinase 3 (RIPK3)-mixed lineage kinase domain-like (MLKL)-induced necroptosis^3^. Linear ubiquitination, the addition of methionine (M1)-linked ubiquitin chains, of RIPK1 and other components of the receptor-proximal signalling complex (often referred to as complex I) by the linear ubiquitin chain assembly complex (LUBAC) determines the outcome of TNFR1 signalling by stabilising complex I, thus promoting inflammatory and pro-survival signalling and preventing the induction of cell death^4–7^. LUBAC is composed of SHANK-associated RH domain-interacting protein (Sharpin), Haem-oxidised iron-regulatory protein 2 ubiquitin ligase-1 (HOIL-1) and HOIL-1-interacting protein (HOIP)^6,8,9^. Linear ubiquitination is negatively regulated by OTULIN (OTU deubiquitinase with linear linkage specificity, also known as Fam105b or Gumby), a deubiquitinase specifically catalysing the degradation of linear ubiquitin chains^10–13^. Studies in mouse models revealed important functions of linear ubiquitination in the regulation of skin immune homoeostasis. Mutations in the gene encoding Sharpin were found to cause inflammatory skin lesions in a mouse model of chronic proliferative dermatitis (cpdm)^14^. Conditional ablation of Sharpin in epidermal keratinocytes was sufficient to trigger the cpdm phenotype showing that keratinocyte-intrinsic Sharpin deficiency causes the cutaneous inflammatory response^15^. We and others showed that inflammatory skin lesion development in *Sharpin*^cpdm/cpdm^ mice is driven by TNFR1-induced, RIPK1 and Fas-associated death domain (FADD)–caspase-8-dependent keratinocyte apoptosis, revealing a key role of Sharpin in preventing keratinocyte cell death and skin inflammation^16,17^. Epidermal keratinocyte-specific knockout of HOIP or HOIL-1 also causes severe skin inflammation in mice^18^. Interestingly, skin inflammation caused by epidermis-specific HOIP or HOIL-1 deficiency depends on TNFR1- and RIPK1-independent caspase-8-mediated death of keratinocytes during the early postnatal period and young age; however, TNFR1-independent mechanisms as well as RIPK3-MLKL-dependent necroptosis also contribute to skin lesion development in older mice^18^.

Human patients with mutations resulting in loss of OTULIN function develop a systemic autoinflammatory pathology termed ORAS (OTULIN-related autoinflammatory syndrome) involving multiple organs, including the skin^19,20^. Treatment with anti-TNF antibodies is effective in the therapy of ORAS patients, showing that de-regulated TNF-mediated responses play an important role in the pathogenesis of this disease^19,21^. Mice lacking OTULIN or expressing catalytically inactive OTULIN die during embryonic life, showing that OTULIN is essential for embryonic development in mice^10,22^. TNFR1 deficiency or lack of RIPK1 kinase activity could only delay embryonic death in mice lacking OTULIN catalytic activity, whereas combined RIPK3–caspase-8 deficiency allowed these mice to develop to term, although these mice died perinatally. Triple deficiency in caspase-8, RIPK3 and RIPK1 prevented both embryonic and perinatal lethality of mice lacking OTULIN catalytic activity, suggesting that de-regulated linear ubiquitination causes embryonic and perinatal death by causing aberrant RIPK and caspase-8 activation^22^. Furthermore, liver-specific OTULIN deficiency caused chronic hepatitis and liver tumour development in mice by sensitising hepatocytes to TNFR1-independent, RIPK1–FADD–caspase-8-dependent hepatocyte apoptosis^23,24^. Therefore, OTULIN exhibits important functions that are important for the regulation of tissue homoeostasis and inflammation in both humans and mice; however, the tissue-specific role of OTULIN and the underlying mechanisms remain poorly characterised.

Here we studied the role of OTULIN in the skin by generating and analysing mice with epidermal keratinocyte-specific OTULIN deficiency. We show that keratinocyte-specific OTULIN knockout caused an inflammatory skin pathology morphologically different from the skin lesions developing in mice lacking LUBAC components. Skin inflammation in mice lacking OTULIN in keratinocytes was dependent on TNFR1 and RIPK1 kinase activity. However, in contrast to mice with LUBAC mutations where skin inflammation was caused primarily by caspase-8-dependent apoptosis, the skin pathology in epidermis-specific OTULIN knockout mice was largely driven by RIPK3-MLKL-dependent necroptosis of keratinocytes, suggesting that OTULIN exhibits unique functions in regulating necroptosis in the skin.

## Results

### Keratinocyte-specific ablation of OTULIN causes skin inflammation

To study the role of OTULIN in the epidermis, we crossed *Otulin*^fl/fl^ mice with *K14-Cre* transgenic mice that express Cre recombinase under the control of the keratinocyte-specific keratin 14 (K14) promoter^25^ (Supplementary Fig. 1a). *Otulin*^fl/fl^ *K14-Cre* mice (hereafter referred to as OTULIN^E-KO^) lacking OTULIN specifically in keratinocytes were born at the expected Mendelian ratio and during the first postnatal days were macroscopically indistinguishable from their *Otulin*^fl/fl^ littermates that did not express Cre recombinase. OTULIN^E-KO^ mice started to develop spontaneous cutaneous lesions involving the back and tail skin about 6 days after birth. The back skin presented with a small number of confined inflammatory foci that often localised close to the neck, whereas the lesions affected the entire tail (Supplementary Fig. 1a). The phenotype progressed with age and about 50% of the mice were culled by the age of 3 weeks because of reaching pre-determined severity criteria particularly concerning the tail lesions (Supplementary Fig. 1a). OTULIN^E-KO^ mice that did not develop severe skin lesions in the tail during the first weeks of life could be maintained for up to 14 weeks of age (Supplementary Fig. 1b). The skin lesions in the back of these mice progressed in severity but remained localised in small inflammatory foci resembling papillomas (Fig. 1a).

**Fig. 1:**
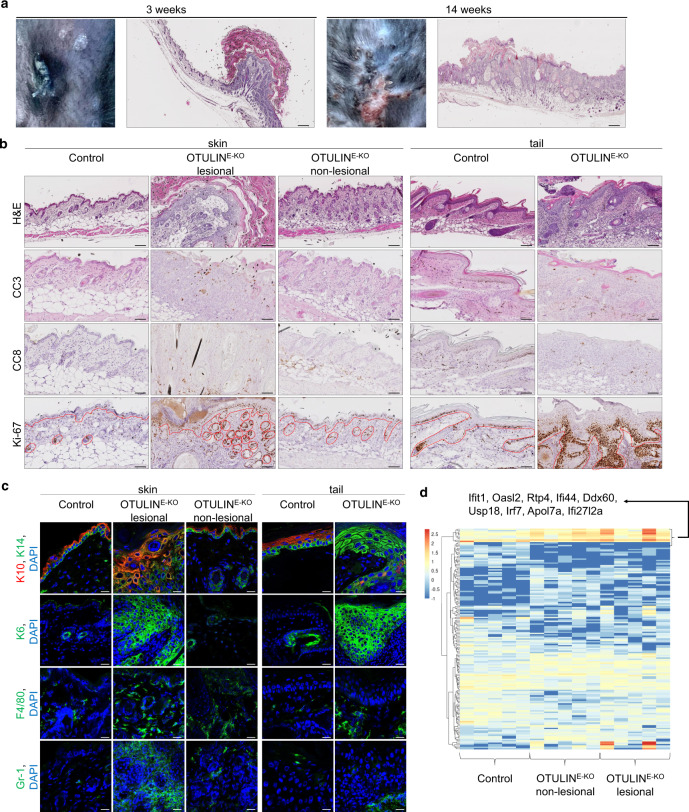
Mice lacking OTULIN in keratinocytes develop skin inflammation. **a** Photographs of lesional skin from OTULIN^E-KO^ mice at the age of 3 and 14 weeks and representative images from skin sections from 3- or 14-week-old mice from OTULIN^E-KO^, stained with haematoxylin and eosin (H&E). Images shown are representative of OTULIN^E-KO^ mice (*n* = 25). Scale bars: H&E = 200 μm. **b** Representative images of skin sections from 3-week-old mice of the indicated genotypes, stained with H&E (*n* = 10) or immunostained with antibodies against cleaved caspase 3 (CC3) (*n* = 6), cleaved caspase 8 (CC8) (*n* = 6) or Ki67 (*n* = 6). The epidermis in the sections stained for Ki-67 is indicated by a dotted line, arrows point to hair follicles. Scale bar H&E = 100 μm; CC3, CC8, Ki-67 = 50 μm. **c** Representative images of skin sections from 3-week-old mice of the indicated genotypes, immunostained with antibodies against keratin 10 (K10), keratin 14 (K14) (*n* = 6), keratin 6 (K6) (*n* = 6), F4/80 (*n* = 6) and Gr-1 (*n* = 6) and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 μm; F4/80, Gr-1 = 30 μm. **d** Heatmap of gene expression data of OTULIN^E-KO^ lesional or non-lesional skin tissue compared to skin from littermate *Otulin*^FL/FL^ control mice. Columns represent gene expression profiles from 3-week-old mice (*n* = 5), showing genes with an absolute log2(FoldChange) of ≥1, and an uncorrected *p* value of ≤0.05. Uncorrected *p* values are used on purpose to include a maximal number of genes in the plot while excluding clearly irrelevant genes. The statistical test producing the *p* values is Wald test for the absence of differential expression, i.e. for a log2(FoldChange) of zero. It is computed by function nbinomWaldTest of the Bioconductor R package DESeq2, based on a negative binomial general linear model of the gene counts. Control mice include littermates that do not express *K14-Cre*. Source data for **d** are provided as a Source data file.

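With the criteria of the heatmap, an absolute log2 fold change of at least 1 and an unadjusted p of at most 0.05, edgeR's quasi-likelihood test gave 22 genes between libraries labelled non-lesional and WT, of which 15 were higher and 7 lower. The type I IFN list held 8 of these 22 genes. Between lesional and WT libraries, 139 genes met both criteria, of which 119 were higher and 20 lower, and 25 of them were in the type I IFN list. These numbers depended most on the filter on low counts, and without it they were 658 and 802 genes. With DESeq2's Wald test, run without that filter, they were 156 genes, of which 76 were higher, and 462 genes, of which 358 were higher. Leaving out each replicate in turn gave 29 to 44 genes in the first comparison, the most without WT replicate 10. In the second, 46 genes met both criteria without lesional replicate 11, and 254, 230 and 250 genes without lesional replicates 5, 8 and 14. The values of the 2 groups did not overlap for 86 of 13021 genes (0.660%) between non-lesional and WT libraries and for 91 of 12918 genes (0.704%) between lesional and WT libraries, where chance gives 0.794%.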

Histological analysis of sections from back skin and tail tissue of 3- or 14-week-old OTULIN^E-KO^ mice revealed marked thickening of the epidermis in lesional areas, which contained strongly increased numbers of proliferating keratinocytes revealed by immunostaining for Ki-67 (Fig. 1b and Supplementary Fig. 1c). Moreover, immunostaining for epidermal differentiation markers revealed increased expression of the basal keratinocyte marker K14 and reduced expression of the differentiation marker keratin 10 (K10) in the skin of OTULIN^E-KO^ mice, consistent with a hyperplastic epidermis (Fig. 1c and Supplementary Fig. 1d). Lesional skin showed strong expression of keratin 6 (K6), a marker of hyperplastic and inflamed epidermis, accompanied by increased accumulation of F4/80^+^ myeloid cells and Gr-1^+^ granulocytes in the dermis (Fig. 1c and Supplementary Fig. 1d). In addition, the skin lesions contained a small number of dying keratinocytes some of which were immunostained for activated cleaved caspase-3 (CC3) and caspase-8 (CC8) (Fig. 1b and Supplementary Fig. 1c). Taken together, the immunohistological analysis suggested that OTULIN^E-KO^ mice developed inflammatory hyperplastic skin lesions associated with death of keratinocytes that is induced by caspase-dependent and caspase-independent mechanisms. Interestingly, non-lesional back skin from OTULIN^E-KO^ mice showed normal epidermal thickness and no signs of hyperplasia, altered differentiation, inflammation or keratinocyte death (Fig. 1b, c and Supplementary Fig. 1c, d). However, comparison of RNA sequencing-based gene expression profiles from non-lesional skin from OTULIN^E-KO^ mice with wild-type (WT) skin revealed upregulation of type I interferon (IFN)-related genes (Fig. 1d). Moreover, gene set enrichment analysis revealed significant upregulation of genes associated with type I IFN signalling and antiviral response signatures in non-lesional skin from OTULIN^E-KO^ mice (Supplementary Table 1). These changes were even more prominent in lesional skin from OTULIN^E-KO^ mice, which in addition displayed increased expression of genes related to the activation of innate immunity and inflammation (Supplementary Table 2). Therefore, upregulation of type I IFN responses seems to be a prominent feature in the skin of OTULIN^E-KO^ mice even in areas without lesions, while lesional skin is characterised by induction of inflammatory genes.

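Gene expression was measured in skin tissue of 3-week-old mice with QuantSeq 3′ mRNA sequencing, which reads the 3′ ends of polyadenylated transcripts, so that a count needs no correction for transcript length. There were 15 libraries, of which 5 were labelled WT, 5 OTULIN E-KO non-lesional and 5 OTULIN E-KO lesional. The authors clipped adaptors and mapped the reads to the mouse genome GRCm38 with subread-align. They retained primary matches that the paper calls high-quality and uniquely mapping, and counted those overlapping the exons of each gene with featureCounts. A read overlapping several genes was counted for each of them, and the paper's text does not name the strand setting. The deposited counts are not normalized and cover 55487 Ensembl genes. They summed to between 2248846 and 2567138 per WT library (median 2371559), between 2237906 and 2409357 per non-lesional library (median 2347811), and between 1962604 and 2510703 per lesional library (median 2165875). The test did not separate these totals between non-lesional and WT libraries (two-sided exact permutation test, p = 0.254) or between lesional and WT libraries (p = 0.0714 from the same exact test). The lesional median nevertheless lay below the smallest WT total, so lower totals in lesional libraries are not excluded. The 92 rows for ERCC spike-in sequences held 0 counts in every library. For each pair of groups, the counts were normalized by edgeR's TMM method, genes with low counts were removed with edgeR's filterByExpr, and the groups were compared with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment. With 5 libraries against 5, the smallest p that a two-sided exact permutation test allows is 0.0079. The paper's text does not say whether lesional and non-lesional samples came from the same mice, and the libraries were compared as unpaired.

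*Otulin* (ENSMUSG00000046034), the gene deleted in keratinocytes by K14-Cre, lies on the minus strand of chromosome 15 of GRCm38 from 27542635 to 27630693. The authors also deposited CPM, which are each count over the total of its library, and CPM given here were instead computed from the counts with TMM-normalized library sizes. Those of *Otulin* were 23.2, 28.3, 28.5, 12.4 and 23.2 in WT replicates 1, 4, 7, 10 and 13. In the libraries labelled non-lesional, replicates 3, 6, 9, 12 and 15, they were 31.1, 21.5, 28.7, 22.3 and 27.4. In the libraries labelled lesional, replicates 2, 5, 8, 11 and 14, they were 27.5, 19.2, 25.9, 24.3 and 27.0. The log2 fold change against WT was 0.18 (standard error 0.20) in non-lesional and 0.10 (standard error 0.22) in lesional libraries, both within their errors. Without WT replicate 10 these values were 0.03 and -0.052. The counts cover all cells of the skin sample, including cells without K14-Cre. *Otulin* counts therefore do not separate the genotypes, and the groups are given below by the labels of their libraries.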

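The genes labelled in the heatmap of Fig. 1d were *Ifit1*, *Oasl2*, *Rtp4*, *Ifi44*, *Ddx60*, *Usp18*, *Irf7*, *Apol7a* and *Ifi27l2a*. *Ifit1* (ENSMUSG00000034459), on chromosome 19 of GRCm38 from 34640871 to 34650009, had 15.3 ± 8.2 CPM (SD, n = 5) in the libraries labelled non-lesional and 3.48 ± 2.08 CPM (SD, n = 5) in WT libraries. Its log2 fold change was 2.15 (standard error 0.41), and its unadjusted p was 6.5e-05 with an adjusted p of 0.723 from edgeR's quasi-likelihood test over 13021 genes. All 5 non-lesional libraries lay above all WT libraries for *Ifit1* (two-sided exact permutation test, p = 0.0079), as they did for *Rtp4*, with a log2 fold change of 1.75, and *Ifi44*, with 1.78. For the other 6 genes, 4 of the 5 non-lesional libraries lay above all WT libraries, and the log2 fold changes ran from 1.19 for *Ifi27l2a* to 1.87 for *Apol7a*. The counts behind these values were low, with 3 to 13 *Ifit1* counts in WT libraries and 20 to 71 in non-lesional libraries. *Ifit1*, *Oasl2*, *Ifi44* and *Ifi27l2a* have paralogs. The paper calls the counted matches uniquely mapping, which limits reads shared with paralogs, though its listed settings also allow multi-mapping reads. Exons of *Rtp4* overlap another gene on the same strand, and exons of *Irf7* and *Usp18* overlap genes on the opposite strand, so the counts of these genes are uncertain. Adjusted over the list alone, all 9 genes had an adjusted p under 0.05 from edgeR's test, which is not independent evidence because the study chose the list on these samples. Over all genes tested, 0 genes had an adjusted p under 0.05, and 411 had an unadjusted p under 0.05 (241 higher and 170 lower), where 651 are expected by chance. The number of genes with an adjusted p under 0.05 moved most when the filter on low counts was dropped, to 18 genes, of which 13 were higher in non-lesional libraries. With DESeq2's Wald test, the method of the paper, run here without that filter, it was 1 gene, *Ifit1*. Without non-lesional replicate 6 it was 5 genes, *Apol7a*, *Ddx60*, *Ifitm3*, *Irf9* and *Oasl2*, all higher in non-lesional libraries.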

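A list of 60 genes induced by type I IFN was written from general knowledge of the pathway, and 18 of its genes are also named in Fig. 1d or Supplementary Table 1. Of the 60 genes, 41 passed the filter on low counts, and their mean log2 fold change between libraries labelled non-lesional and WT was 0.67, with 40 genes higher and 1 lower. The camera set test of limma, with a preset correlation of 0.01 between genes, gave an adjusted p of 4.4e-27, with Benjamini-Hochberg adjustment over 43 tests of 15 lists in 3 comparisons. This call did not hold with camera's estimated correlation (adjusted p = 0.105) or with limma's fry test (adjusted p = 0.179). Before adjustment over the 43 tests, p was 0.0049 with the estimated correlation and 0.0083 with fry. The score of a library, which is the mean log2 CPM of the list's tested genes, was 4.45 ± 0.32 (SD, n = 5) in non-lesional and 3.84 ± 0.13 (SD, n = 5) in WT libraries (two-sided exact permutation test, p = 0.0159, and 0.228 after adjustment over the same 43 tests). Because the smallest exact p is 0.0079, 1 list alone could not pass this adjustment even with full separation. In 4 of 5 non-lesional libraries the score lay above that of every WT library. Adjusted over the list alone, 21 of the 41 genes had an adjusted p under 0.05 from edgeR's test, and adjusted over all genes tested, 0 did. The mean log2 fold change moved most when genes were required to have at least 10 counts in every sample, to 0.50 over 32 genes. Leaving out each replicate in turn gave 0.59 to 0.77. A list of genes of innate immunity and inflammation, with 8 of its 45 genes tested, had a mean log2 fold change of 0.06 in the same comparison (adjusted p = 0.493 from camera), and its score did not separate the groups (two-sided exact permutation test, p = 0.683). Without non-lesional replicate 3 the mean of this list was -0.018, without non-lesional replicate 6 it was 0.19, and its fits without each of the other libraries lay between these values. It moved most with all 15 samples in 1 fit, to 0.73 over 12 genes (adjusted p = 0.557 from camera).

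**Figure D1:**
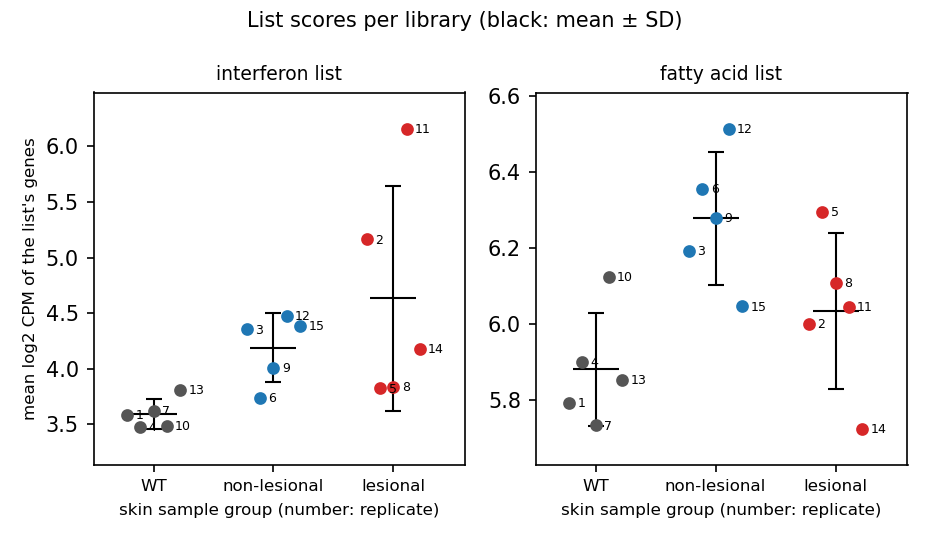
Mean log2 CPM of the type I IFN list (left, 46 genes that passed the filter over all 15 libraries) and of a list of fatty acid synthesis genes (right, 14 genes) in each library, by the label of its group. Each point is 1 library with its replicate number, and black marks are the mean ± SD of 5 libraries. WT libraries lie between 3.48 and 3.81 for the type I IFN list, non-lesional libraries between 3.73 and 4.47, and lesional libraries between 3.82 and 6.16.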

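In the libraries labelled lesional, the mean log2 fold change of the type I IFN list against WT was 1.36 over 41 tested genes, of which 39 were higher (adjusted p = 3.3e-22 from camera with the preset correlation). Neither camera's estimated correlation (adjusted p = 0.446) nor fry (adjusted p = 0.611) kept this call. The score was 4.82 ± 0.97 (SD, n = 5) in lesional and 3.84 ± 0.12 (SD, n = 5) in WT libraries (two-sided exact permutation test, p = 0.0159), and 4 of 5 lesional libraries lay above all WT libraries. Without lesional replicate 11 the mean was 0.79. *Ifit1* had 50.1 ± 72.9 CPM (SD, n = 5), a log2 fold change of 3.84 (standard error 1.13, adjusted p = 0.926 from edgeR's quasi-likelihood test), and 2.44 without lesional replicate 11. *Rtp4* lay above all WT libraries in 5 of 5 lesional libraries, with a log2 fold change of 3.36 (standard error 0.88, two-sided exact permutation test, p = 0.0079). Adjusted over the list alone, 29 of the 41 genes had an adjusted p under 0.05.

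Of 45 genes of innate immunity and inflammation, 8 passed the filter, and all 8 were higher in lesional libraries, with a mean log2 fold change of 1.25 (adjusted p = 9.5e-04 from camera, 0.476 with the estimated correlation and 0.677 with fry). The score did not separate the groups (two-sided exact permutation test, p = 0.278), with 2 of 5 lesional libraries above all WT libraries, and the mean fell to 0.56 without lesional replicate 11. Adjusted over the list alone, 0 of the 8 genes had an adjusted p under 0.05, and 5 had an unadjusted p under 0.05. With no filter on low counts, 42 genes of the list gave a mean log2 fold change of 3.20 (adjusted p = 4.3e-12 from camera). *S100a8*, a gene of this list that the filter removed, had 1294, 4.67, 2.42, 2432 and 4.42 CPM in lesional replicates 2, 5, 8, 11 and 14, against 1.32 to 3.80 CPM in WT libraries, so that 4 of 5 lesional libraries lay above all WT libraries (two-sided exact permutation test, p = 0.0159). Over 12918 genes tested, 0 had an adjusted p under 0.05 between lesional and WT libraries, and 621 had an unadjusted p under 0.05 (419 of them higher), where 646 are expected by chance. DESeq2's Wald test, run without the filter on low counts, gave 14 genes with an adjusted p under 0.05, all higher in lesional libraries.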

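Compared directly, the type I IFN list was higher in the libraries labelled lesional than in those labelled non-lesional, with a mean log2 fold change of 0.77 over 44 tested genes, of which 43 were higher (adjusted p = 4.8e-06 from camera). The call was lost with camera's estimated correlation (adjusted p = 0.520) and with fry (adjusted p = 0.686). The difference in score was within the spread of the lesional libraries, at 4.72 ± 1.01 (SD, n = 5) in lesional and 4.29 ± 0.32 (SD, n = 5) in non-lesional libraries (two-sided exact permutation test, p = 0.452), and 2 of 5 lesional libraries lay above all non-lesional libraries. Without lesional replicate 11, the mean log2 fold change was 0.18 and camera's adjusted p was 0.506. Limma's voomWithQualityWeights, which gives less weight to variable libraries, lowered it to 0.09 (adjusted p = 0.198). Hair and muscle scores as covariates removed nearly all of the rise of the type I IFN list, and camera's adjusted p was then above 0.05. The muscle score was itself lowest in lesional replicate 11, so these covariates also carry differences between the lesional libraries. The list of innate immunity and inflammation had a mean log2 fold change of 1.85 over 11 tested genes (adjusted p = 8.8e-04 from camera, 0.508 with the estimated correlation, 0.686 with fry), and its score did not separate the groups (two-sided exact permutation test, p = 0.357). With the hair and muscle scores of each library as covariates, the mean of this list was -0.18 (adjusted p = 0.0050 from camera). Without lesional replicate 11 it was 1.01 (adjusted p = 0.0349). Between lesional and non-lesional libraries, 0 of 12864 genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 543 had an unadjusted p under 0.05. From the upregulation of type I IFN-related genes in both kinds of skin, and of inflammatory genes in lesional skin, the paper proposes that type I IFN responses are a feature of OTULIN E-KO skin also in areas without lesions, and that inflammatory genes characterise the lesions.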

### TNFR1 signalling in keratinocytes causes skin inflammation in OTULIN^E-KO^ mice

Anti-TNF treatment in human ORAS patients and in mice with inducible systemic OTULIN deficiency was previously shown to prevent systemic inflammation^19–21^. To address whether TNFR1 signalling specifically in epidermal keratinocytes contributes to the development of inflammatory skin lesions in OTULIN^E-KO^ mice, we generated *Otulin*^fl/fl^ *Tnfr1*^fl/fl^ *K14-Cre* (hereafter referred to as OTULIN^E-KO^; TNFR1^E-KO^) mice. In contrast to OTULIN^E-KO^ mice, OTULIN^E-KO^; TNFR1^E-KO^ mice did not develop skin pathology during the first weeks of life and remained lesion-free at least up to the age of 1 year (Fig. 2a, b and Supplementary Fig. 2a, b). Notably, also heterozygous keratinocyte-specific TNFR1 ablation strongly ameliorated the development of skin pathology in OTULIN^E-KO^ mice (Fig. 2a, b). Consistent with the absence of macroscopically visible skin lesions, histological analysis of back and tail skin tissue revealed that keratinocyte-specific ablation of TNFR1 fully prevented epidermal hyperplasia, keratinocyte death and the infiltration of myeloid cells in OTULIN^E-KO^ mice (Fig. 2c, d and Supplementary Fig. 2c, d). Quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis of selected inflammatory cytokines and chemokines showed that *Ccl3*, *Cxcl3*, *Il6*, *Il1b*, *Tnf*, *Cxcl9* and *Cxcl10* were upregulated in the skin of some of the OTULIN^E-KO^ mice (Fig. 2e). There was a high variability in the levels of expression of these genes between different OTULIN^E-KO^ mice, likely due to the highly focal nature of the skin lesions that made it difficult to ensure that the same amount of lesional skin was present within the samples used for RNA preparation. Epithelial-specific TNFR1 ablation generally suppressed the upregulation of cytokines and chemokines in the skin of OTULIN^E-KO^ mice, although the differences between the groups did not reach statistical significance due to the large variability of the values between individual mice (Fig. 2e). Taken together, these findings showed that keratinocyte-intrinsic TNFR1 signalling is essential for the development of inflammatory skin lesions in OTULIN^E-KO^ mice.

**Fig. 2:**
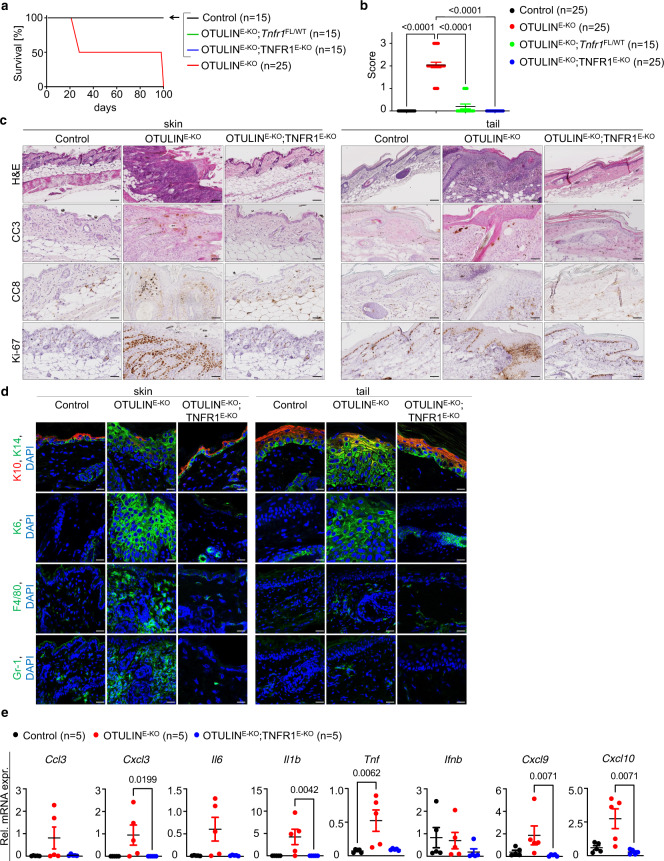
TNFR1 signalling in keratinocytes causes skin inflammation in OTULIN^E-KO^ mice. **a** Kaplan–Meier plot depicting survival of mice of the indicated genotypes. **b** Graph depicting macroscopic skin score of mice of the indicated genotypes. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). **c** Representative images of skin sections from 3-week-old mice of the indicated genotypes, stained with H&E (*n* = 6) or immunostained with anti-CC3 (*n* = 5), anti-CC8 (*n* = 5) or anti-Ki-67 (*n* = 5) antibodies. Scale bars: H&E = 100 μm; CC3, CC8, Ki-67 = 50 μm. **d** Representative images of skin sections from 3-week-old mice of the indicated genotypes, immunostained with anti-K10, anti-K14 (*n* = 5), anti-K6 (*n* = 5), anti-F4/80 (*n* = 3) and anti-Gr-1 (*n* = 3) antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 μm; F4/80, Gr-1 = 30 μm. **e** Graphs depicting relative mRNA expression of the indicated genes in RNA from whole-skin tissue of 3-week-old mice of the indicated genotypes, measured by qRT-PCR. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). Control mice include littermates that do not express *K14-Cre*. Source data for **a**, **b**, **e** are provided as a Source data file.

TNF binding on TNFR1 not only drives inflammatory gene expression by activating NF-κB and MAPK signalling but also causes cell death when pro-survival signalling is compromised^3^. To obtain insights into the mechanisms by which TNFR1 signalling in OTULIN-deficient keratinocytes causes skin inflammation, we performed immunoblot analysis of total skin protein lysates from 3- and 14-week-old OTULIN^E-KO^ and littermate control mice. Immunoblotting with antibodies recognising M1-linked ubiquitin chains revealed the presence of increased amounts of linear ubiquitin chains in lesional skin from OTULIN^E-KO^ mice compared to WT mice, consistent with the loss of OTULIN deubiquitinase activity (Fig. 3a). Interestingly, we did not detect increased amounts of linear ubiquitin chains in non-lesional skin of OTULIN^E-KO^ mice (Fig. 3a). One explanation for this might be that other deubiquitinases may be able to partly compensate for OTULIN loss specifically in keratinocytes under normal homeostatic conditions. However, focal lesions develop in 100% of the mice and these involved skin areas show M1 chain accumulation, suggesting that local triggers are needed to precipitate the inflammatory response and this correlates with elevated M1 ubiquitination. It is also possible that the inflammatory environment may further enhance M1 ubiquitination, although the hierarchy of events is very difficult to resolve as the hyperplastic skin response occurs simultaneously with the immune cell infiltration. Furthermore, the activation of NF-κB and MAPK signalling pathways was not considerably altered in skin and tail tissues of OTULIN^E-KO^ mice compared to littermate control mice (Fig. 3b). It should be noted that these samples were prepared from total tissue that contains also non-epidermal cells that are not targeted by *K14-Cre* and therefore express OTULIN as shown in the immunoblot (Fig. 3b). Moreover, primary keratinocytes isolated from OTULIN^E-KO^ mice showed similar activation of NF-κB and MAPK signalling in response to TNF stimulation compared to control keratinocytes (Fig. 3c), suggesting that OTULIN deficiency did not considerably affect TNF-induced pro-inflammatory signalling. The deletion of OTULIN has been shown to reduce the protein levels of LUBAC components in certain cell types such as T and B cells and fibroblasts, but not in myeloid cells^19,22^. Sharpin and HOIP protein levels were not strongly reduced in OTULIN-deficient keratinocytes (Fig. 3c and Supplementary Fig. 3a), suggesting that the phenotype is not driven by LUBAC deficiency. We then examined whether OTULIN-deficient keratinocytes showed increased TNF-induced cell death responses. Measurement of cell death by real-time live cell imaging revealed similar extent and kinetics of cell death induction in control and OTULIN-deficient keratinocytes treated with TNF alone or in combination with the pan-caspase inhibitor Z-VAD-fmk and the SMAC-mimetic compound Birinapant (Fig. 3d, e and Supplementary Fig. 3b). However, the increased amount of spontaneous death generally observed in primary keratinocyte cultures may mask any mild sensitising effect of OTULIN deficiency to TNF-induced cell death (Fig. 3d, e and Supplementary Fig. 3b).

**Fig. 3:**
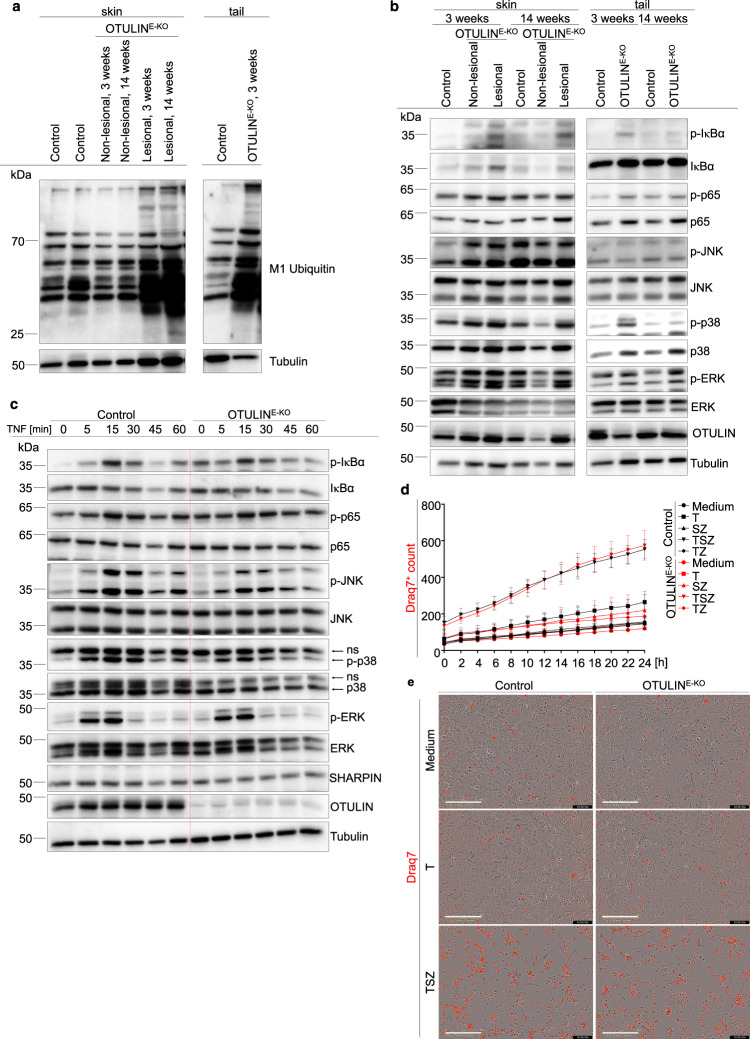
Normal TNF-induced inflammatory and cell death signalling in OTULIN-deficient primary keratinocytes. **a** Representative immunoblot analysis of protein extracts from lesional and non-lesional skin or tail tissue from 3- or 14-week-old OTULIN^E-KO^ or control mice with antibodies against linear (M1-linked) ubiquitin chains or tubulin as loading control (*n* = 3). **b** Representative immunoblot analysis of protein extracts from lesional or non-lesional skin and tail tissue from 3- or 14-week-old OTULIN^E-KO^ mice or WT mice with the indicated antibodies (*n* = 4). **c** Representative immunoblot analysis with the indicated antibodies of protein extracts from primary keratinocytes derived from OTULIN^E-KO^ mice or control mice stimulated with TNF for the indicated timepoints (*n* = 4). ns = non-specific. **d** Cell death measured by Draq7 uptake in primary keratinocytes from OTULIN^E-KO^ and control mice treated with combinations of TNF (T) (20 ng ml^−1^), SMAC mimetic (S, Birinapant) or Z-VAD-fmk (Z) for 24 h. Graph shows mean ± s.e.m values from technical duplicates (*n* = 6). **e** Representative images from primary keratinocytes of the indicated genotypes treated with combinations of T (20 ng ml^−1^), S or Z for 24 h (*n* = 6). Dead cells are stained red from Draq7 uptake after 24 h. Scale bar = 400 μm. Control mice include littermates of OTULIN^E-KO^ mice that do not express *K14-Cre*. Control mice include littermates that do not express *K14-Cre*. Source data for **a**–**d** are provided as a Source data file.

### RIPK1 kinase activity inhibition prevents skin inflammation in OTULIN^E-KO^ mice

Although our in vitro studies could not detect increased TNF-induced death in OTULIN-deficient keratinocytes, the presence of dying keratinocytes in the epidermis of OTULIN^E-KO^ mice prompted us to investigate whether TNFR1-mediated cell death is implicated in driving skin lesion development in these mice. TNF causes cell death by activating RIPK1-kinase mediated apoptosis and necroptosis when linear ubiquitination of TNFR1 signalling components is de-regulated^4,22,26^. We therefore hypothesised that TNFR1 may drive skin inflammation in OTULIN^E-KO^ mice by triggering RIPK1 kinase-dependent cell death in keratinocytes and addressed the role of RIPK1 kinase activity by crossing OTULIN^E-KO^ with *Ripk1*^D138N/D138N^ mice expressing kinase inactive RIPK1D138N. *Otulin*^fl/fl^ *K14-Cre Ripk1*^D138N/D138N^ mice (hereafter referred to as OTULIN^E-KO^; *Ripk1*^D138N/D138N^) did not develop macroscopically visible skin lesions up to at least the age of 1 year (Fig. 4a, b and Supplementary Fig. 4a, b). Histological analysis of back and tail skin tissue revealed that loss of RIPK1 kinase activity prevented epidermal hyperplasia, keratinocyte death and the infiltration of myeloid cells in 3-week-old OTULIN^E-KO^ mice (Fig. 4c, d). In addition, qRT-PCR analysis of selected inflammatory cytokines and chemokines showed that inhibition of RIPK1 kinase activity also reduced the expression of inflammatory genes in the skin of OTULIN^E-KO^ mice (Fig. 4e). Interestingly, histological analysis of back and tail skin sections from OTULIN^E-KO^ *Ripk1*^D138N/D138N^ mice at the age of about 1 year revealed the presence of some skin areas displaying mild epidermal hyperproliferation, revealed by slightly increased numbers of Ki-67^+^ keratinocytes and mild upregulation of K6 expression in the epidermis (Supplementary Fig. 4c, d). The development of mild skin alterations in older OTULIN^E-KO^; *Ripk1*^D138N/D138N^ mice was in contrast to the full protection offered by TNFR1 deficiency, suggesting that RIPK1 kinase activity-independent TNFR1 signalling causes the mild skin alterations observed in older animals. Therefore, RIPK1 kinase activity-dependent signalling drives keratinocyte death, epidermal hyperplasia and skin inflammation in OTULIN^E-KO^ mice.

**Fig. 4:**
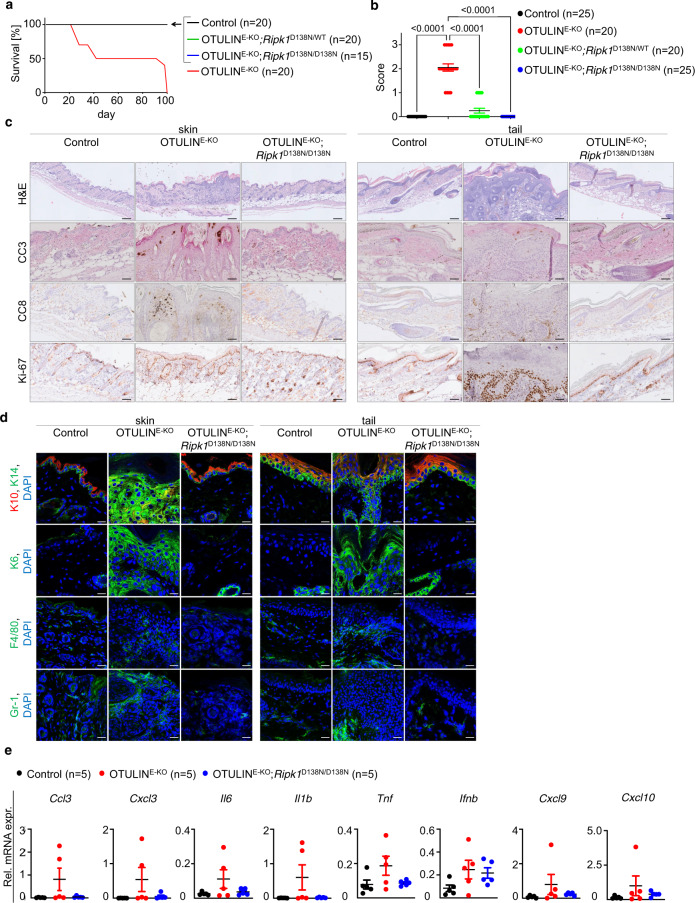
RIPK1 kinase activity is required for the development of skin inflammation in OTULIN^E-KO^ mice. **a** Kaplan–Meier plot depicting survival of mice of the indicated genotypes. **b** Graph depicting macroscopic skin score of mice of the indicated genotypes. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). **c** Representative images of skin sections from 3-week-old mice of the indicated genotypes stained with H&E (*n* = 5) or immunostained with anti-CC3 (*n* = 3), anti-CC8 (*n* = 3) or anti-Ki-67 (*n* = 3) antibodies. Scale bars: H&E = 100 μm; CC3, CC8, Ki-67 = 50 μm. **d** Representative images of skin sections from 3-week-old mice of the indicated genotypes, immunostained with anti-K10, anti-K14 (*n* = 4), anti-K6 (*n* = 3), anti-F4/80 (*n* = 3) and anti-Gr-1 (*n* = 3) antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 μm; F4/80, Gr-1 = 30 μm. **e** Graphs depicting relative mRNA expression of the indicated genes in RNA from whole-skin tissue of 3-week-old mice of the indicated genotypes, measured by qRT-PCR. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). Control mice include littermates that do not express *K14-Cre*. Source data for **a**, **b**, **e** are provided as a Source data file.

### RIPK3-MLKL-mediated necroptosis causes skin inflammation in OTULIN^E-KO^ mice

RIPK1 kinase activity can induce both FADD–caspase-8-dependent apoptosis and RIPK3–MLKL-dependent necroptosis. Because necroptosis is a highly inflammatory type of cell death^3^, we reasoned that RIPK1-dependent keratinocyte necroptosis might be involved in skin lesion development in OTULIN^E-KO^ mice. Therefore, to evaluate the role of necroptosis we crossed OTULIN^E-KO^ mice with *Ripk3*^−/−^ and *Mlkl*^−/−^ mice. Both OTULIN^E-KO^; *Ripk3*^−/−^ and OTULIN^E-KO^; *Mlkl*^−/−^ mice were strongly protected from the development of severe skin lesions only showing very mild signs of macroscopically detected skin alterations presenting with small spots with scally skin in the back but no lesions on the tail (Figs. 5a, b and 6a, b and Supplementary Figs. 5a, b and 6a, b). Heterozygous deficiency of RIPK3 or MLKL also considerably ameliorated the skin pathology in OTULIN^E-KO^ mice suggesting a gene dosage effect (Figs. 5a, b and 6a, b). Histological analysis of back and tail skin from 3-week-old OTULIN^E-KO^; *Ripk3*^−/−^ and OTULIN^E-KO^; *Mlkl*^−/−^ mice confirmed the absence of severe skin lesions, revealing only small areas displaying mild increase in keratinocyte proliferation and slightly elevated immune cell infiltration (Figs. 5c, d and 6c, d). qRT-PCR analysis of skin RNA revealed reduced expression of some but not all inflammatory genes in both OTULIN^E-KO^; *Ripk3*^−/−^ and OTULIN^E-KO^; *Mlkl*^−/−^ mice compared to OTULIN^E-KO^ animals (Figs. 5e and 6e), consistent with the histological findings that the development of skin lesions was not completely prevented by RIPK3 or MLKL deficiency. When followed for up to 1 year, the skin lesions in OTULIN^E-KO^; *Ripk3*^−/−^ and OTULIN^E-KO^; *Mlkl*^−/−^ mice did not progress and remained mild as judged by macroscopic and histological evaluation (Supplementary Figs. 5b–d and 6b–d). Collectively, these results showed that RIPK3 or MLKL deficiency strongly ameliorated the inflammatory skin pathology developing in OTULIN^E-KO^ mice, demonstrating that RIPK3–MLKL-dependent necroptosis plays a critical role for the pathogenesis of skin lesions.

**Fig. 5:**
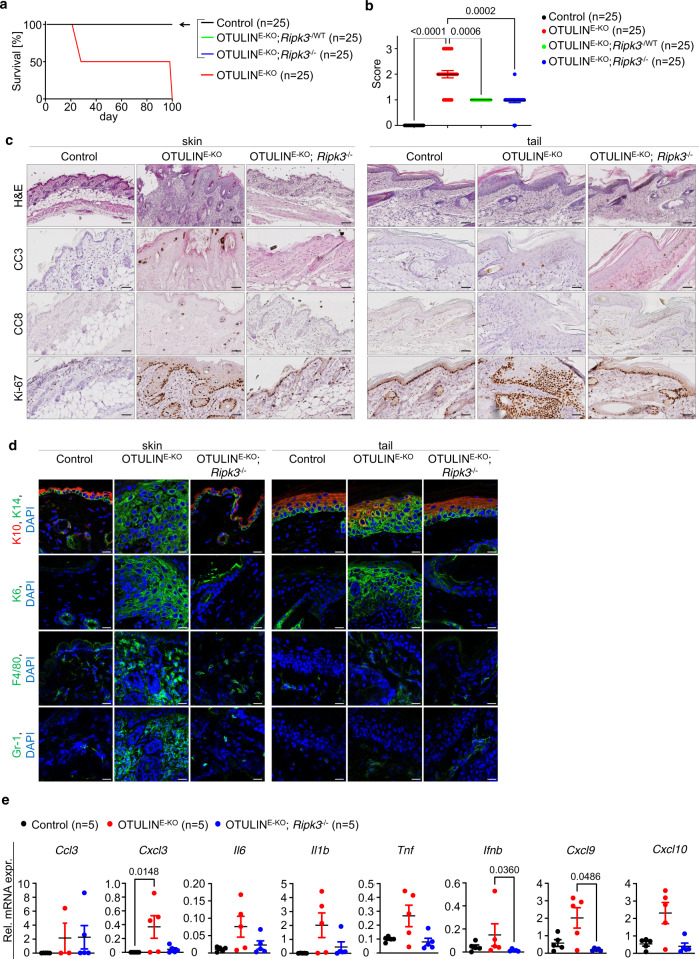
RIPK3-mediated signalling promotes skin inflammation in OTULIN^E-KO^ mice. **a** Kaplan–Meier plot depicting survival of mice of the indicated genotypes. **b** Graph depicting macroscopic skin score of mice of the indicated genotypes. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). **c** Representative images of skin sections from 3-week-old mice of the indicated genotypes, stained with H&E (*n* = 5) or immunostained with anti-CC3 (*n* = 5), anti-CC8 (*n* = 5) or anti-Ki-67 (*n* = 5) antibodies. Scale bars: H&E = 100 μm; CC3, CC8, Ki-67 = 50 μm. **d** Representative images from skin sections from 3-week-old mice of the indicated genotypes, immunostained with anti-K10, anti-K14 (*n* = 5), anti-K6 (*n* = 5), anti-F4/80 (*n* = 5) and anti-Gr-1 (*n* = 5) antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 μm; F4/80, Gr-1 = 30 μm. **e** Graphs depicting relative mRNA expression of the indicated genes in RNA from whole-skin tissue of 3-week-old mice of the indicated genotypes, measured by qRT-PCR. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). Control mice include littermates that do not express *K14-Cre*. Source data for **a**, **b**, **e** are provided as a Source data file.

**Fig. 6:**
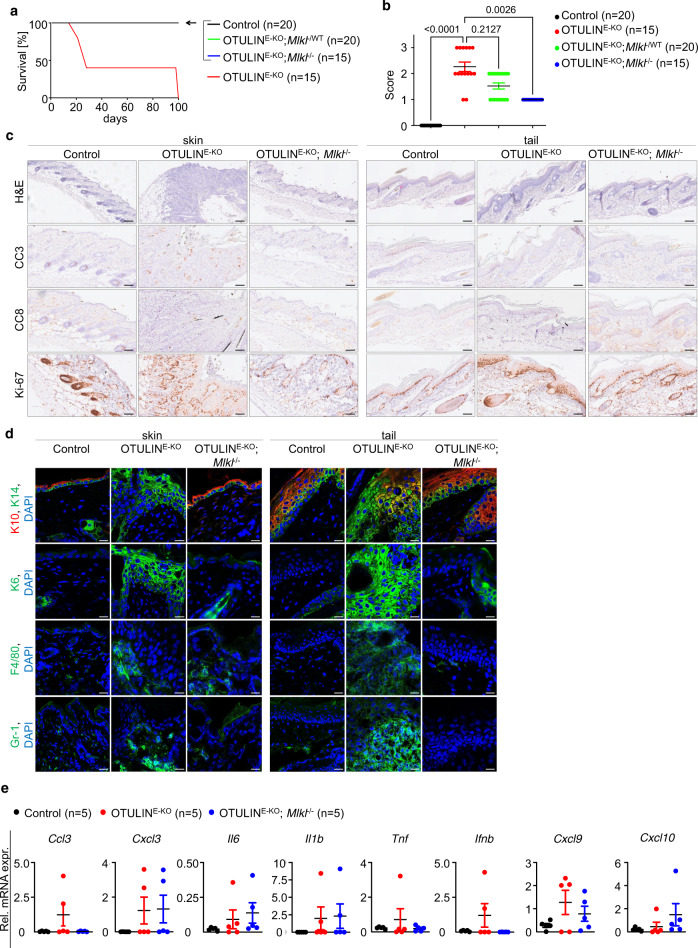
MLKL-mediated necroptosis triggers skin inflammation in OTULIN^E-KO^ mice. **a** Kaplan–Meier plot depicting survival of mice of the indicated genotypes. **b** Graph depicting macroscopic skin score of mice of the indicated genotypes. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). **c** Representative images of skin sections from 3-week-old mice of the indicated genotypes, stained with H&E (*n* = 4) or immunostained with anti-CC3 (*n* = 3), anti-CC8 (*n* = 3) or anti-Ki-67 (*n* = 3) antibodies. Scale bars: H&E = 100 μm; CC3, CC8, Ki-67 = 50 μm. **d** Representative images from skin sections from 3-week-old mice of the indicated genotypes, immunostained with anti-K10, anti-K14 (*n* = 4), anti-K6 (*n* = 3), anti-F4/80 (*n* = 3) and anti-Gr-1 (*n* = 3) antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 μm; F4/80, Gr-1 = 30 μm. **e** Graphs depicting relative mRNA expression of the indicated genes in RNA from whole-skin tissue of 3-week-old mice of the indicated genotypes, measured by qRT-PCR. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). Control mice include littermates that do not express *K14-Cre*. Source data for **a**, **b**, **e** are provided as a Source data file.

### Combined ablation of FADD and RIPK3 fully prevents skin lesion development in OTULIN^E-KO^ mice

RIPK3 and MLKL deficiencies could strongly ameliorate but did not fully prevent the development of skin lesions in OTULIN^E-KO^ mice, suggesting that necroptosis-independent TNFR1–RIPK1 signalling also contributes to the pathology. The presence of keratinocytes immunostained for CC8 and CC3 in skin sections from OTULIN^E-KO^ mice suggested that caspase-8-mediated apoptosis could also contribute to the development of skin lesions in addition to necroptosis. Therefore, to assess the potential contribution of caspase-8-mediated cell death we generated OTULIN^E-KO^ mice that in addition lacked FADD specifically in keratinocytes and RIPK3 in all cells (*Otulin*^fl/fl^ *Fadd*^fl/fl^ K14-Cre *Ripk3*^−/−^, hereafter referred to as OTULIN^E-KO^; FADD^E-KO^; *Ripk3*^−/−^ mice). Combined inhibition of both FADD–caspase-8-mediated apoptosis and RIPK3–MLKL-dependent necroptosis fully prevented skin lesion development in OTULIN^E-KO^; FADD^E-KO^; *Ripk3*^−/−^ mice at least up to the age of 1 year, as revealed by macroscopic and histological analysis of back and tail skin (Fig. 7a–d and Supplementary Fig. 7a–d). qRT-PCR analysis of skin mRNA from 3-week-old OTULIN^E-KO^; FADD^E-KO^; *Ripk3*^−/−^ mice showed that the expression of *Ccl3*, *Cxcl3*, *Tnf* and *Il6* was normalised to the levels of control mice; however, the expression of the type I IFN response genes *Cxcl9* and *Cxcl10* as well as *Il1β* were not suppressed compared to OTULIN^E-KO^ mice (Fig. 7e). Taken together, these results demonstrate that the development of inflammatory skin pathology in OTULIN^E-KO^ mice is driven primarily by RIPK3–MLKL-dependent necroptosis; however, when necroptosis is blocked then FADD–caspase-8-dependent apoptosis also contributes by inducing mild skin lesions.

**Fig. 7:**
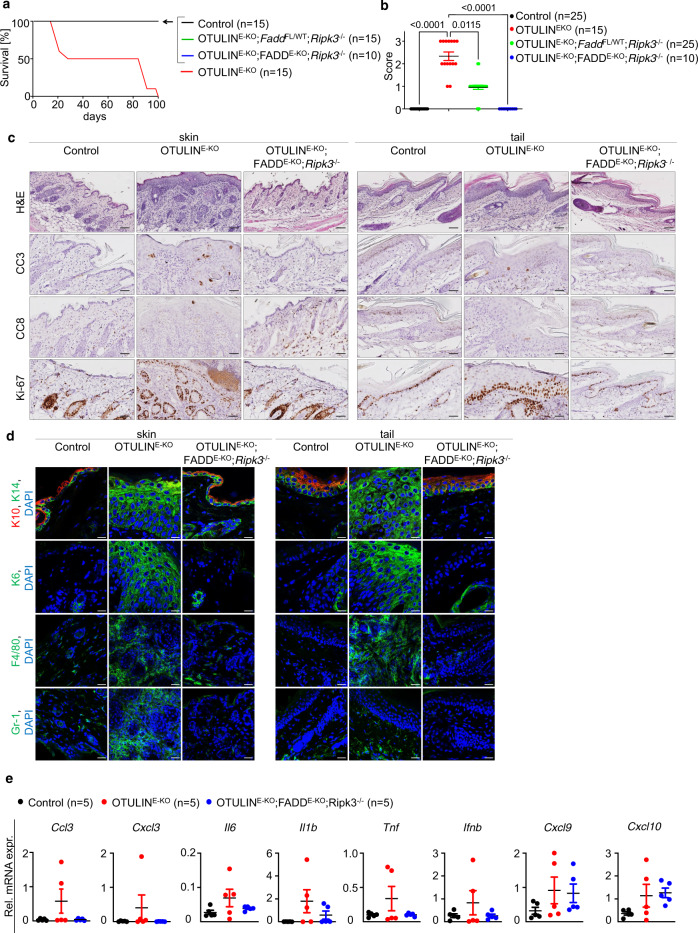
Combined ablation of FADD and RIPK3 fully prevents skin lesion development in OTULIN^E-KO^ mice. **a** Kaplan–Meier plot depicting survival of mice of the indicated genotypes. **b** Graph depicting macroscopic skin score of mice of the indicated genotypes. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). **c** Representative images of skin sections from 3-week-old mice of the indicated genotypes, stained with H&E (*n* = 6) or immunostained with anti-CC3 (*n* = 4), anti-CC8 (*n* = 4) or anti-Ki-67 (*n* = 3) antibodies. Scale bar H&E = 100 μm; CC3, CC8, Ki-67 = 50 μm. **d** Representative images from skin sections from 3-week-old mice of the indicated genotypes (*n* > 5), immunostained with anti-K10, anti-K14 (*n* = 4), anti-K6 (*n* = 4), anti-F4/80 (*n* = 3) and anti-Gr-1 (*n* = 3) antibodies and counterstained with DAPI (DNA stain). Scale bar K10, K14, K6 = 20 μm; F4/80, Gr-1 = 30 μm. **e** Graphs depicting relative mRNA expression of the indicated genes in RNA from whole-skin tissue of 3-week-old mice of the indicated genotypes, measured by qRT-PCR. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). Control mice include littermates that do not express *K14-Cre*. Source data for **a**, **b**, **e** are provided as a Source data file.

### MyD88 signalling contributes to the skin pathology of OTULIN^E-KO^ mice

OTULIN^E-KO^ mice develop skin lesions during the first weeks after birth, suggesting that environmental factors contribute to the initiation of the skin pathology. Colonisation of the skin with commensal bacteria happens after birth and could be implicated in driving the expression of TNF and other inflammatory mediators via activating Toll-like receptor (TLR) signalling, thus contributing to lesion development^27^. To assess the possible role of TLR signalling, we generated OTULIN^E-KO^ mice that were deficient in MyD88, the key adaptor mediating TLR-induced inflammatory gene expression^28,29^. Indeed, Otulin^fl/fl^ *K14-Cre Myd88*^−/−^ mice (hereafter referred to as OTULIN^E-KO^; *Myd88*^−/−^) were strongly protected from skin lesion development and most of these animals remained lesion-free until the age of about 14 weeks (Fig. 8a, b and Supplementary Fig. 8a). Consistently, histopathological analysis of skin sections from 3-week-old OTULIN^E-KO^; *Myd88*^−/−^ mice revealed only mildly increased keratinocyte proliferation without signs of pronounced skin inflammation (Fig. 8c, d). When observed up to the age of 50 weeks, 50% of the OTULIN^E-KO^; *Myd88*^−/−^ mice showed mild skin pathology (Supplementary Fig. 8b–d). Moreover, gene expression analysis showed that MyD88 deficiency inhibited the upregulation of most of the inflammatory genes tested in OTULIN^E-KO^ mice (Fig. 8e). Collectively, these results revealed that MyD88 signalling critically contributes to the development of inflammatory skin lesions in OTULIN^E-KO^ mice, indicating that TLR activation perhaps induced by commensal bacteria colonising the skin could be involved in triggering the response.

**Fig. 8:**
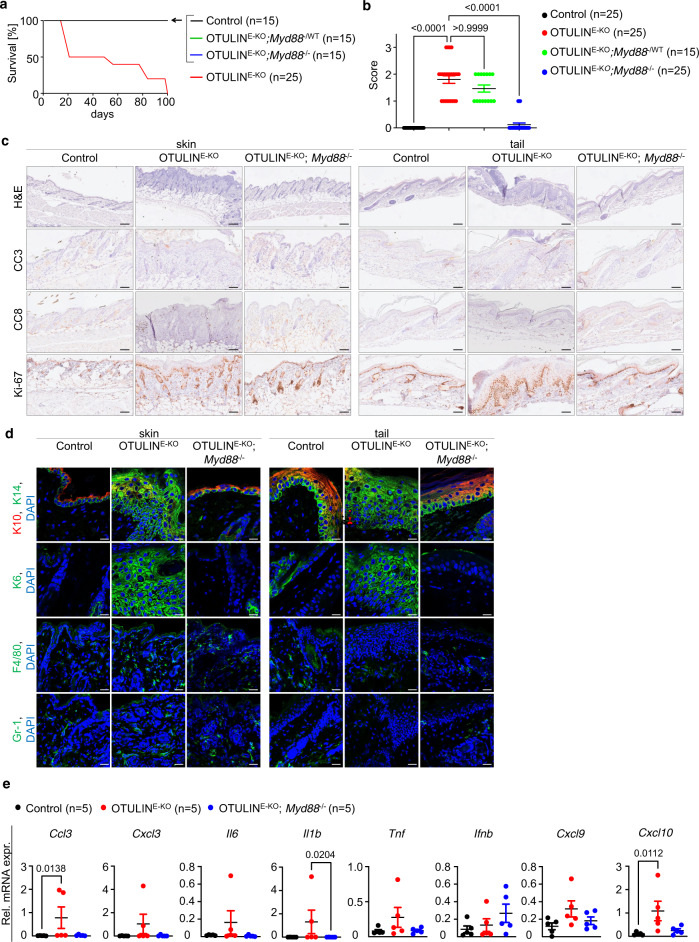
MyD88-dependent signalling contributes to the development of skin pathology in OTULIN^E-KO^ mice. **a** Kaplan–Meier plot depicting survival of mice of the indicated genotypes. **b** Graph depicting macroscopic skin score of mice of the indicated genotypes. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). **c** Representative images from skin sections from 3-week-old mice of the indicated genotypes, stained with H&E (*n* = 5) or immunostained with anti-CC3 (*n* = 5), anti-CC8 (*n* = 5) or anti-Ki-67 (*n* = 5) antibodies. Scale bars: H&E = 100 μm; CC3, CC8, Ki-67 = 50 μm. **d** Representative images from skin sections from 3-week-old mice of the indicated genotypes, immunostained with anti-K10, anti-K14 (*n* = 5), anti-K6 (*n* = 5), anti-F4/80 (*n* = 5) and anti-Gr-1 (*n* = 5) antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 μm; F4/80, Gr-1 = 30 μm. **e** Graphs depicting relative mRNA expression of the indicated genes in RNA from whole-skin tissue of 3-week-old mice of the indicated genotypes, measured by qRT-PCR. The dots in the graphs represent individual mice. Mean ± s.e.m. is shown for each group of mice in all graphs. Statistical significance was determined using Kruskal–Wallis test (one-sided). Control mice include littermates that do not express *K14-Cre*. Source data for **a**, **b**, **e** are provided as a Source data file.

## Discussion

Mutations resulting in loss of OTULIN function were shown to cause systemic inflammatory conditions in humans and mice, suggesting a critical role of OTULIN in preventing activation of aberrant immune responses and maintaining tissue homoeostasis^10,11,19–22^. Anti-TNF antibodies are effective in the treatment of the inflammatory pathology developing in patients with OTULIN mutations as well as in mice with inducible OTULIN knockout, showing that TNF plays an important role in causing inflammation when OTULIN function is compromised^19–21^. Our findings showed that epidermis-specific OTULIN deficiency caused skin inflammation by sensitising keratinocytes to TNFR1–RIPK1-mediated cell death. Although we did detect considerable amount of keratinocytes immunostained with antibodies against CC3 and CC8 in the epidermis of OTULIN^E-KO^ mice, our genetic studies revealed that RIPK3–MLKL-dependent necroptosis of OTULIN-deficient keratinocytes was primarily responsible for causing skin inflammation in these animals, with apoptosis playing a lesser role. This finding is consistent with necroptosis being a more inflammatory type of cell death compared to apoptosis^3^. Interestingly, while our genetic studies provided unequivocal evidence that keratinocyte necroptosis drives skin inflammation in OTULIN^E-KO^ mice, we could not detect enhanced TNF-induced cell death in primary keratinocytes from OTULIN^E-KO^ mice compared to control cells. The reasons behind this difference remain unclear at present, but it is possible that the generally high spontaneous cell death observed in primary keratinocyte cultures masks a small increase in necroptosis in OTULIN-deficient cells. Our previous studies showing that a very small number of necroptotic keratinocytes is capable to drive strong skin inflammation in FADD^E-KO^ and RIPK1^E-KO^ mice^30,31^ further supports that OTULIN deficiency may cause a weak sensitisation to TNF-induced cell death that is important but difficult to quantify in cultured keratinocytes. Alternatively, it is possible that OTULIN deficiency differentially affects keratinocytes according to their differentiation stage. OTULIN deficiency might cause necroptosis primarily in differentiated keratinocytes in the upper layers of the epidermis as opposed to the proliferating basal layer cells. In this case, TNF stimulation would not be expected to induce increased amounts of cell death in OTULIN-deficient keratinocytes, as cultured primary keratinocytes resemble the highly proliferating undifferentiated basal layer keratinocytes and cannot recapitulate the differentiated upper layer cells.

The important role of necroptosis in driving skin inflammation in OTULIN^E-KO^ mice is in contrast with the critical role of caspase-8-dependent keratinocyte apoptosis in driving skin inflammation in mice with impaired LUBAC function. Specifically, skin inflammation in *Sharpin*^cpdm/cpdm^ mice as well as in mice with keratinocyte-specific knockout of HOIP or HOIL-1L was shown to be driven primarily by FADD–caspase-8-dependent apoptosis with RIPK3–MLKL-dependent necroptosis playing no or minor role^4,14,16,17^. Therefore, interference with linear ubiquitination by ablation of LUBAC components or OTULIN differentially affects TNFR1-mediated cell death. LUBAC deficiency directs RIPK1-dependent cell death signalling primarily towards the activation of FADD–caspase-8-mediated apoptosis, while OTULIN deficiency drives RIPK1 signalling towards the activation of RIPK3–MLKL-dependent necroptosis. The skin lesions of OTULIN^E-KO^ mice are also different from the skin pathologies developing in *Sharpin*^cpdm/cpdm^ and also in mice with epidermis-specific HOIP and HOIL-1 knockout. Keratinocyte-intrinsic OTULIN knockout causes highly localised inflammatory lesions in the back skin, which morphologically and histologically resemble papillomas, while in mice with LUBAC deficiency the entire skin is affected and there are no signs of papilloma-like structure appearance. OTULIN^E-KO^ mice also develop severe inflammatory skin lesions on the tail, which is not affected in *Sharpin*^cpdm/cpdm^ mice. Although the underlying mechanisms remain unclear at present, these results suggest that the effects of OTULIN deficiency cannot be explained solely by the inhibition of LUBAC activity as a consequence of increased linear ubiquitination of its components as previously suggested^22^.

Our findings also reveal that OTULIN deficiency in the epidermis or the liver caused inflammation by different mechanisms. Liver parenchymal cell-specific OTULIN deficiency caused chronic liver inflammation and hepatocarcinogenesis by sensitising hepatocytes to RIPK1–FADD–caspase-8-dependent apoptosis^23,24^. Interestingly, TNFR1 deficiency did not prevent hepatocyte apoptosis, hepatitis and liver tumour development in these mice, suggesting that TNFR1-independent pathways driving caspase-8-mediated apoptosis cause the pathology^23,24^. This is in contrast to the epidermis where OTULIN deficiency caused inflammation by inducing TNFR1–RIPK1-mediated necroptosis. Moreover, embryonic lethality of knock-in mice expressing catalytically inactive OTULIN was not rescued by RIPK3 deficiency showing that necroptosis does not play a major role^22^. Combined lack of RIPK3 and caspase-8 could prevent embryonic death in mice lacking OTULIN function showing that apoptosis is a major driver of lethality in these animals^22^. Therefore, our findings uncovered a unique function of OTULIN in preventing necroptosis in keratinocytes, in contrast to its role in other tissues including the liver as well as embryonic tissues and particularly the endothelium, where its main function is to prevent caspase-8-dependent apoptosis. Our results also provide further evidence that keratinocyte necroptosis constitutes a strong trigger of skin inflammation and could be implicated in the development of inflammatory skin pathologies also in humans.

Besides TNFR1 signalling, recent studies suggested type I IFN signalling to play an important role in mice lacking OTULIN in the liver and in mice with defects in linear ubiquitination^4,22,23^. Both lesional and non-lesional skin from OTULIN^E-KO^ mice showed elevated expression of type I IFN signature genes, suggesting that also in the skin OTULIN deficiency causes activation of IFN responses that could contribute to the pathology. Furthermore, it remains unclear why the skin lesions in OTULIN^E-KO^ mice develop postnatally. 

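Among genes of the type I IFN list that are not labelled in Fig. 1d, *Irf9* (ENSMUSG00000002325, chromosome 14 of GRCm38 from 55603571 to 55610030), which encodes a transcription factor of the type I IFN pathway, had 52.4 ± 8.6 CPM (SD, n = 5) in WT libraries. It had 89.7 ± 24.5 CPM (SD, n = 5) in libraries labelled non-lesional and 121 ± 66 CPM (SD, n = 5) in libraries labelled lesional. The log2 fold changes against WT were 0.78 (standard error 0.18) and 1.21 (standard error 0.33), and in each group 4 of 5 libraries lay above all WT libraries. Its exons overlap another gene on the same strand, so part of its counts is uncertain. *Ifitm3* (ENSMUSG00000025492, chromosome 7 from 141009586 to 141010770), a member of a gene family, had log2 fold changes of 0.64 (standard error 0.13) in non-lesional and 1.11 (standard error 0.33) in lesional libraries. Without lesional replicate 11 the lesional values were 0.69 for *Ifitm3* and 0.91 for *Irf9*. The adjusted p of *Ifitm3* from edgeR's quasi-likelihood test was 0.723 in non-lesional and 0.926 in lesional libraries. *Ifnb1*, which encodes interferon-β, had 0 counts in all 15 libraries, so its expression was not detectable at this depth.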

One possible explanation for this could be related to the colonisation of the skin with commensal bacteria, which happens during the early postnatal period^27^. Our findings that MyD88 deficiency considerably delayed and ameliorated the development of skin lesions in OTULIN^E-KO^ mice would be consistent with a role of bacteria in driving inflammatory cytokine production in the skin by activating TLR signalling. Alternatively, MyD88 might act downstream of the IL-1 receptor to stimulate inflammation in response to the release of IL-1β or IL-1α, which are both important alarmins released by dying or damaged cells and could play an important role in driving necroptosis-mediated inflammation^3^. Taken together, our results revealed an important role of OTULIN for the maintenance of skin homoeostasis, where it functions in keratinocytes to prevent TNFR1–RIPK1-mediated necroptosis and inflammation. In line with our observations, an independent study by van Loo and colleagues published back to back with our manuscript^32^ describes similar findings, confirming the role of OTULIN in preventing skin inflammation by inhibiting the death of keratinocytes. These findings suggest that targeting necroptosis could be effective for the treatment of the inflammatory skin pathology of ORAS patients.

## Methods

### Mice

The following mouse lines were used: *Otulin*^fl/fl^^33^, *K14-Cre*^25^, *Tnfr1*^fl/fl^^34^, *Ripk1*^D138N/D138N^^35^, *Ripk3*^−/−^^36^, *Mlkl*^−/−^^24^, *Fadd*^fl/fl^^37^, *Ripk3*^−/−^^36^ and *Myd88*^fl/fl^^38^. The experiments were performed on mice backcrossed into the C57BL/6 genetic background for at least five generations. In all experiments, littermates carrying the *loxP*-flanked alleles but not expressing Cre recombinase were used as WT controls. Mice used in this study were maintained in the animal facility of the CECAD Research Center, University of Cologne, in individually ventilated cages (Greenline GM500; Tecniplast) at 22 °C (±2 °C) and a relative humidity of 55% (±5%) under 12-h light cycle on sterilised bedding (Aspen wood, Abedd, Germany) and with access to sterilised commercial pelleted diet (Ssniff Spezialdiäten GmbH) and acidified water ad libitum. The microbiological status was examined as recommended by Federation of European Laboratory Animal Science Associations, and the mice were free of all listed pathogens. All animal procedures were conducted in accordance with European, national, and institutional guidelines, and protocols were approved by local government authorities (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen). Animals requiring medical attention were provided with appropriate care and were sacrificed when reaching pre-determined criteria of disease severity. No other exclusion criteria existed. Female and male mice of the indicated genotype were assigned at random to groups. Mouse studies as well as immunohistochemical assessment of pathology were performed in a blinded fashion.

### Immunohistochemistry

Skin samples from mice were fixed in 4% paraformaldehyde embedded in paraffin and cut in 3–5 µm sections and subjected to histological analysis by haematoxylin and eosin staining or immunohistochemical analysis. Paraffin sections were rehydrated and heat-induced antigen retrieval was performed in citrate, TRIS buffer (pH6). Sections were incubated with primary antibodies for anti-CC3 (9661, Cell Signaling, 1:1000), anti-CC8 (8592, Cell Signaling, 1:600) and anti-Ki67 (M7724901, DAKO, 1:1000). Biotinylated secondary antibodies were purchased from Perkin Elmer, Dako and Invitrogen. Stainings were visualised with the ABC Kit Vectastain Elite (Vector Laboratories) and DAB substrate (Dako and Vector Laboratories). Sections were counterstained with haematoxylin for nuclei visualisation. Immunostaining was performed with anti-F4/80 (clone A3-1, MCA497, AbD Serotec, 1:1000), anti-K14 (MA5-11599, Invitrogen, 1:400), anti-K6 (905701, Biolegend, 1:1000), anti-K10 (905401, Biolegend, 1:300) and anti-Gr-1 (MCA2387GA, AbD Serotec, 1:500) antibodies. Nuclei were stained by 4,6-diamidino-2-phenylindole (DAPI; VectorLabs, 1:1000). Immunostainings were visualised with Alexa-488 (A11008/A11001, Molecular Probes) and Alexa-549 (A11012, Molecular Probes) fluorescent-conjugated secondary antibody and all sections were counterstained with DAPI. F4/80 and Gr-1 staining were performed on cryostat sections.

### Skin score

The mice were scored at the age of 3 weeks or 14 weeks. A score of 0–3 was assigned to each mouse as follows: 0 = normal; 1 = skin lesions; 2 = skin lesions, tail skin lesions; 3 = papilloma-like structures, tail skin lesions.

### Gene expression analysis with qRT-PCR

Total RNA was extracted with Trizol Reagent (Life Technologies) and RNeasy Columns (Qiagen) followed by cDNA preparation with the Superscript III cDNA-synthesis Kit (Life Technologies). qRT-PCR was performed with TaqMan probes (ThermoScientific) in duplicates for each sample with *Tbp* serving as reference gene. Relative expression of gene transcripts was analysed by using the 2^−ΔΔCt^ method and are presented in dot plot graphs. TaqMan probes used were: *Il6* (Mm00446190_m1), *Il1b* (Mm00434228_m1), *Ccl3* (Mm00441258_m1), *Cxcl3* (Mm01701838_m1), *Cxcl9* (Mm00434946_m1), *Cxcl10* (Mm00445235_m1) *Tnf* (Mm00443258_m1), *Ifnb1* (Mm00439546_s1), *Tbp* (Mm00446973_m1).

### 3’ mRNA sequencing analysis

RNA quality was evaluated based on RNA integrity number (RIN) and OD260/280 and OD260/230 ratios. RIN value was determined using TapeStation4200 and RNA Screen Tapes (Agilent Technologies). Gene expression was determined using the QuantSeq 3’ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen). Sample exclusion criteria were OD260/280 < 1.8, OD260/230 < 1.5 and RIN < 4. Five skin tissue samples from WT mice, 5 affected (lesional) skin tissue samples and 5 non-affected (non-lesional) tissue samples from OTULIN^E-KO^ mice with a RIN <4 were included for the analysis. Illumina adaptors were clipped off the raw reads using cutadapt with standard parameters and a minimum read length of 35 after trimming (shorter reads were discarded). QuantSeq-specific features were subsequently removed from the trimmed reads following the workflow described in https://rpubs.com/chapmandu2/171024. Trimmed and cleaned reads were mapped to a concatenation of the mouse genome (Mus_musculus.GRCm38.dna.chromosome.*.fa.gz, downloaded from ftp://ftp.ensembl.org/pub/release-100/fasta/mus_musculus/dna/) and the ERCC92 Spike In sequences (downloaded from https://assets.thermofisher.com/TFS-Assets/LSG/manuals/ERCC92.zip), using subread-align version v2.0.1 with parameters -t 0 -d 50 -D 600–multiMapping -B 5. For counting, only high-quality uniquely mapping matches were retained, using samtools view -hb -q 30 -F 256. These matches were then combined into a count table using featureCounts with parameters -F “GTF” -t “exon” -g “gene_id”–minOverlap 20 -M–primary -O -J -T 4. Differential Gene Expression Analysis was done in R-4.0.0, using package DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Before heatmap visualisation, gene counts were converted to counts per million (CPM) and the CPM values were scaled by log10 (adding a pseudocount of 0.1). Heatmaps were drawn using the R package pheatmap (https://www.rdocumentation.org/packages/pheatmap/versions/1.0.12/topics/pheatmap), with parameters cluster_cols=FALSE and show_rownames=FALSE.

The individual heatmap shows genes that were significant in DESeq2 at a given *p* value cutoff and had a logFoldChange of ≥1. Differential gene expression analysis and visualisation was carried out in R-4.0.0, using package clusterProfiler (http://yulab-smu.top/clusterProfiler-book/). Individual DESeq2 results were tested one at a time. For over-representation (ORA) tests, which compare a pre-defined subset of genes to the universe of all genes, the enrichGO function was used with standard parameters. The query gene subset for ORA analysis was defined by cutoffs on *p* value and logFoldChange.

### Keratinocyte isolation

Keratinocytes from newborn pups were isolated using dispase II (D4693, Sigma). The skin was incubated in dispase II overnight at 4 °C. After incubation, epidermis was separated and incubated with TrypLE (12605-010, Gibco) for 20 min and flushed with medium, centrifuged and cultured in low Ca^2+^ Dulbecco’s Modified Eagle Medium/Ham’s F12 medium (F 9092-0.46, Biochrom) with 10% chelex-treated foetal calf serum and supplements.

### Immunoblotting

For immunoblot analyses, 4 × 10^5^ cells were seeded in collagen-coated 6-well plates (Corning, BioCoat, 354556), and 3 h before stimulation, the medium was replaced by fresh medium without epidermal growth factor. Keratinocytes were stimulated by TNF (VIB Protein Service Facility, Ghent, 20 ng ml^−1^) for different timepoints. Cell lysis buffer was supplemented with protease and phosphatase inhibitor tablets (Roche). Cell lysates were separated on Sodium dodecyl-sulfate polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes (IPVH00010, Millipore). Membranes were blocked with 5% milk/0.1% PBST and were probed with primary antibodies against α-tubulin (T6074, Sigma, 1:1000), OTULIN (14127, Cell Signaling, 1:1000), phospho-IκBα (4668, Cell Signaling, 1:1000), IκBα (sc-371, Cell Signaling, 1:1000), phospho-p65 (3003, Cell Signaling, 1:1000), p65 (3179, Cell Signaling, 1:1000), phospho-JNK (Cell Signaling, 1:1000), JNK (9252, Santa Cruz, 1:1000), phospho-p38 (9211, BD, 1:1000), p38 (9246, Cell Signaling, 1:1000), phospho-ERK (9211, Santa Cruz, 1:1000), ERK (9102, Cell Signaling, 1:1000) and M1-Ubiquitin (clone 1F11/3F5/Y102L, Genentech, 1:1000) for 16 h at 4 °C. Membranes were washed with 0.1% PBST and were incubated with secondary horseradish peroxidase-coupled antibodies anti-rabbit, anti-mouse (GE Healthcare, Jackson ImmunoResearch, 1:10,000) or anti-human IgG (709-036-149, Jackson ImmunoResearch, 1:5000) and ECL Western Blotting Detection Reagent (RPN2106, GE Healthcare) and SuperSignal West Pico PLUS Chemiluminescent substrate (34580, ThermoScientific) were used for detection. The membranes were reprobed after incubation in Restore Western Blot stripping buffer (21059, Thermo).

### Cell death assay

For cell death analyses, 1 × 10^2^ cells were seeded in collagen-coated 96-well plates (Corning, BioCoat, 354407). Keratinocytes were pretreated for 30 min with Z-VAD-fmk (Enzo, ALX-260-020-M005, 20 μM) and Birinapant (BioVision, 2597) and stimulated by 20 ng ml^−1^ TNF for 24 h in the presence of the dead stain Draq7 (Invitrogen, D15106, 0.3μM). Cell death assays were performed using the IncuCyte bioimaging platform (Essen); two to four images per well were captured, analysed and averaged. Cell death was measured by the incorporation of Draq7.

### Statistics

Data shown in graphs are mean or mean ± s.e.m. If the data fulfilled the criteria for Gaussian distribution tested by column statistics, one-way analysis of variance was performed for statistical analysis, otherwise a nonparametric one-sided Kruskal–Wallis test was chosen. All statistical tests listed in the figure legends were two-sided and were performed using Graphpad Prism.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA sequencing data generated in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE (GSE180024). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: OTULIN inhibits RIPK1-mediated keratinocyte necroptosis to prevent skin inflammation in mice
**Source:** Nat Commun. 2021 Oct 8;12:5912. doi: 10.1038/s41467-021-25945-1
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **OTULIN inhibits RIPK1-mediated keratinocyte necroptosis to prevent skin inflammation in mice**

Hannah Schünke<sup>1,2</sup>, Ulrike Goebel<sup>2</sup>, Ivan Dikic<sup>3</sup>, Manolis Pasparakis<sup>1,2,4</sup>

<sup>3</sup>Institute of Biochemistry II, Goethe-Universität Frankfurt am Main, Buchmann Institute for molecular life sciences, Frankfurt, Germany.

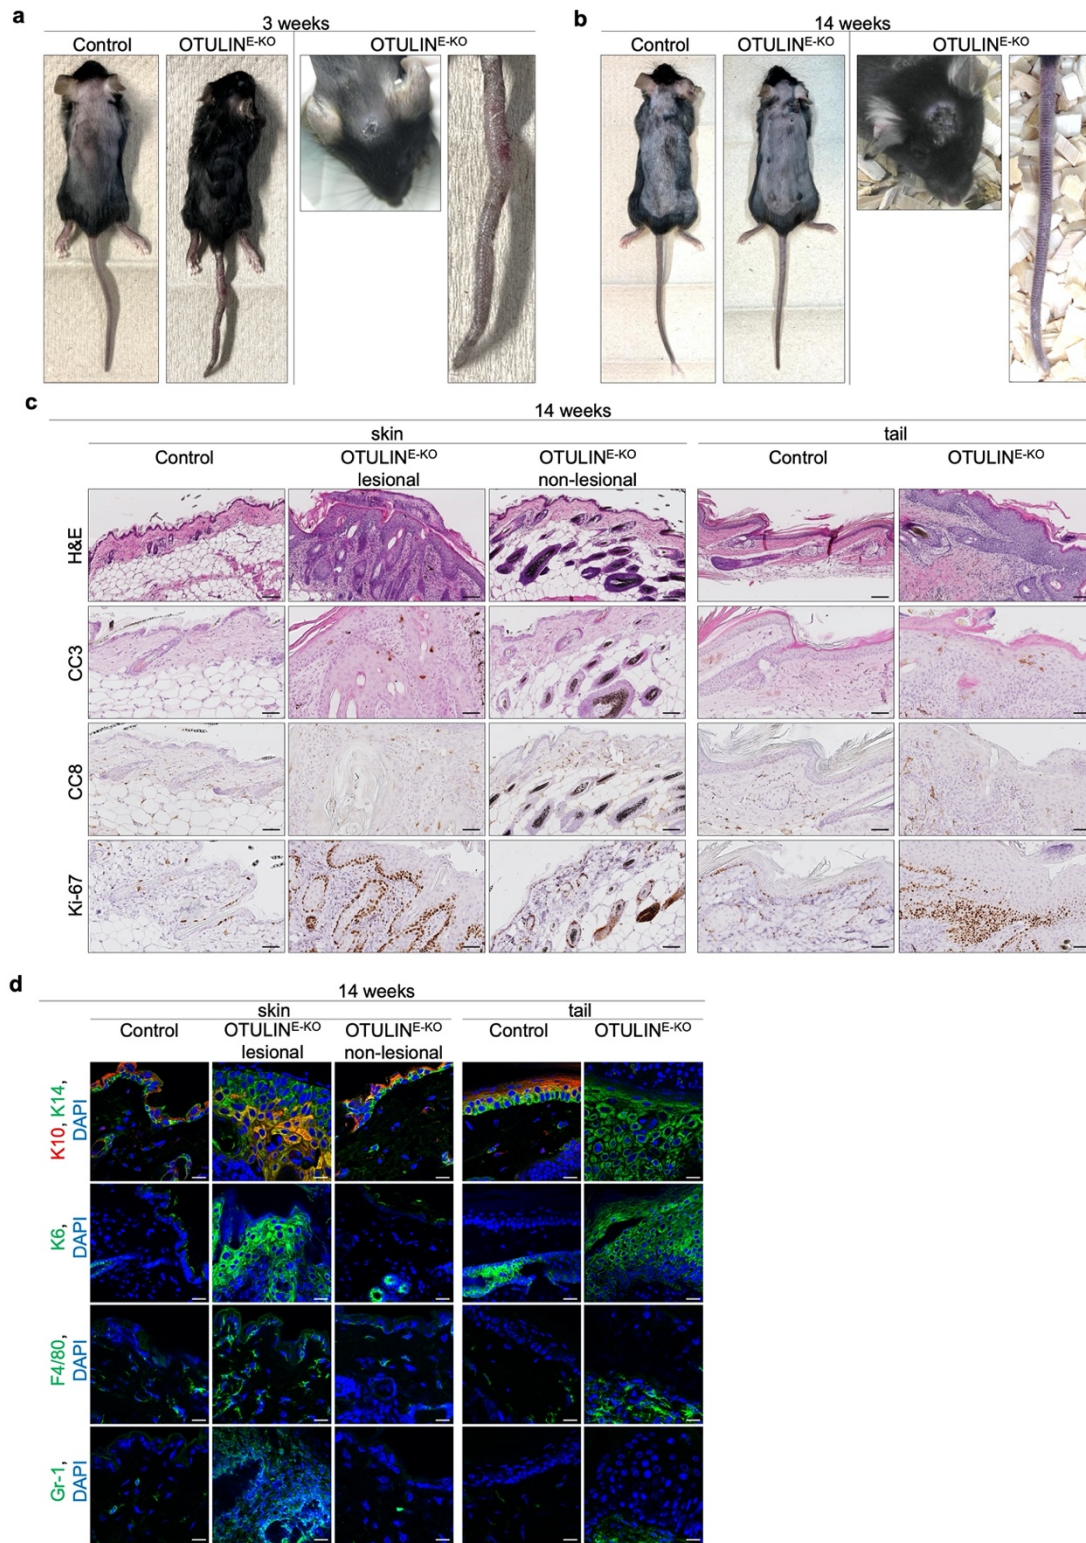

**Supplementary Figure 1. Mice with keratinocyte-specific OTULIN knockout develop skin inflammation.** **a, b** Photographs of mice with the indicated genotypes at the age of 3 weeks (**a**) and 14 weeks (**b**). Images shown are representative of  $n > 25$  OTULIN<sup>E-KO</sup> mice. **c** Representative images of skin sections from 14-week old mice of the indicated genotypes ( $n > 5$ ), stained with haematoxylin and eosin (H&E), or immunostained with antibodies against cleaved caspase 3 (CC3), cleaved caspase 8 (CC8) or Ki67. Scale bars: H&E = 100 $\mu$ m; CC3, CC8, Ki67 = 50 $\mu$ m. **d** Representative images of skin sections from 14-week old mice of the indicated genotypes ( $n > 5$ ), immunostained with antibodies against keratin 10 (K10), keratin 14 (K14), keratin 6 (K6), F4/80, Gr-1 and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 $\mu$ m; F4/80, Gr-1 = 30 $\mu$ m.

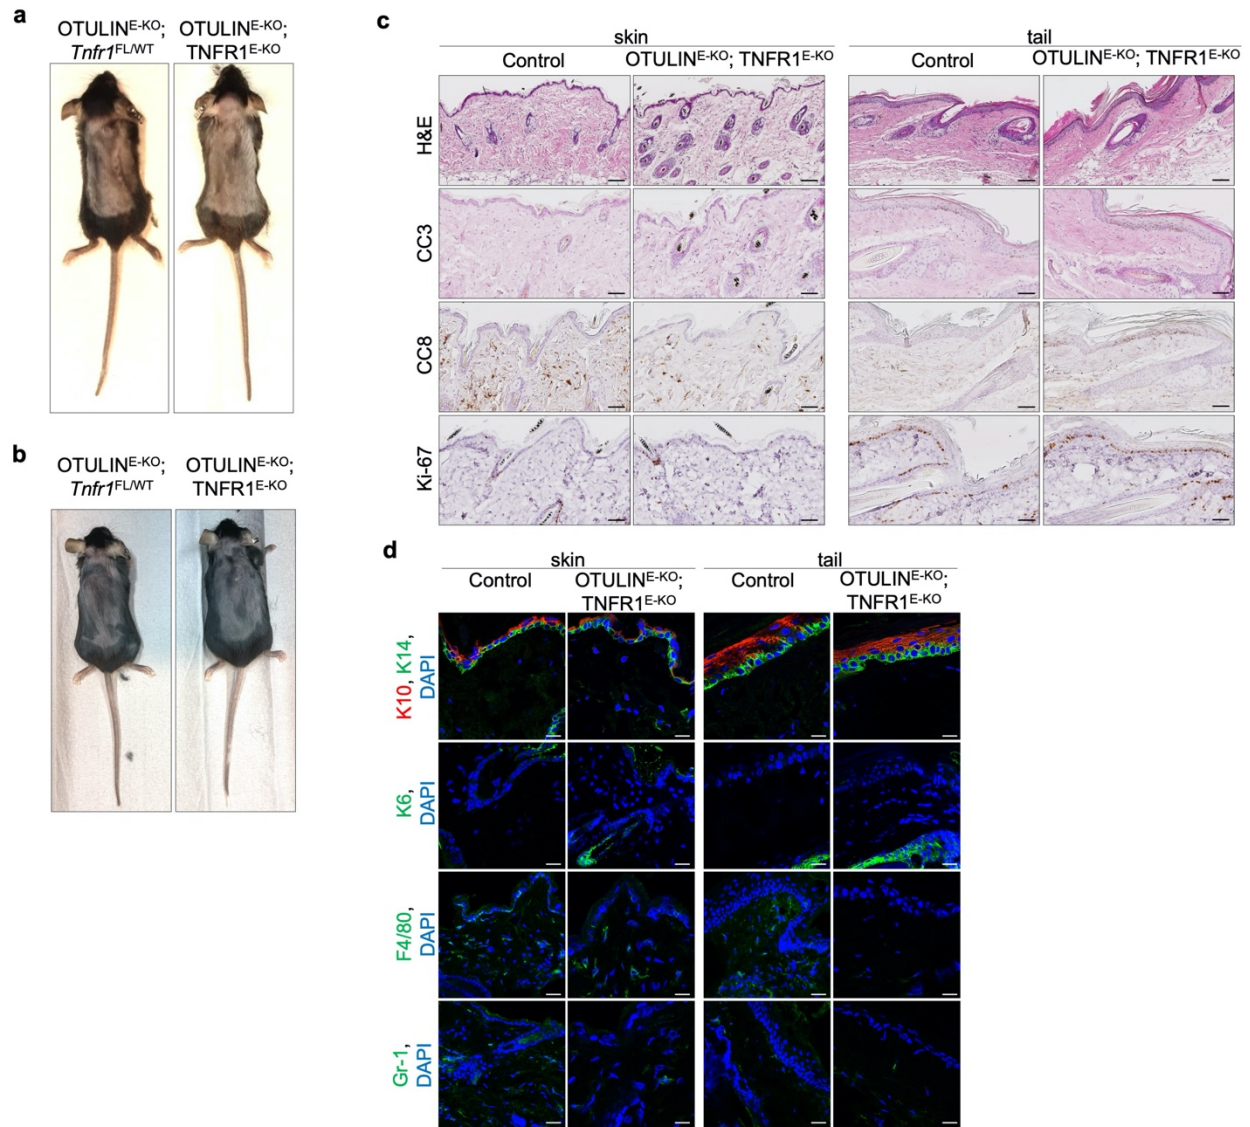

**Supplementary Figure 2. Keratinocyte-specific TNFR1 deficiency prevents skin inflammation in OTULIN<sup>E-KO</sup> mice.** **a, b** Photographs of mice with the indicated genotypes at the age of 3 weeks (**a**) and 50 weeks (**b**). Images shown are representative of  $n > 5$  mice with the indicated genotypes.

**c** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), stained with H&E, or immunostained with anti-CC3, anti-CC8 or anti-Ki67 antibodies. Scale bars: H&E = 100 $\mu$ m; CC3, CC8, Ki67 = 50 $\mu$ m. **d** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), immunostained with anti-keratin 10, anti-K14, anti-K6, anti-F4/80, anti-Gr-1 antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 $\mu$ m; F4/80, Gr-1 = 30 $\mu$ m.

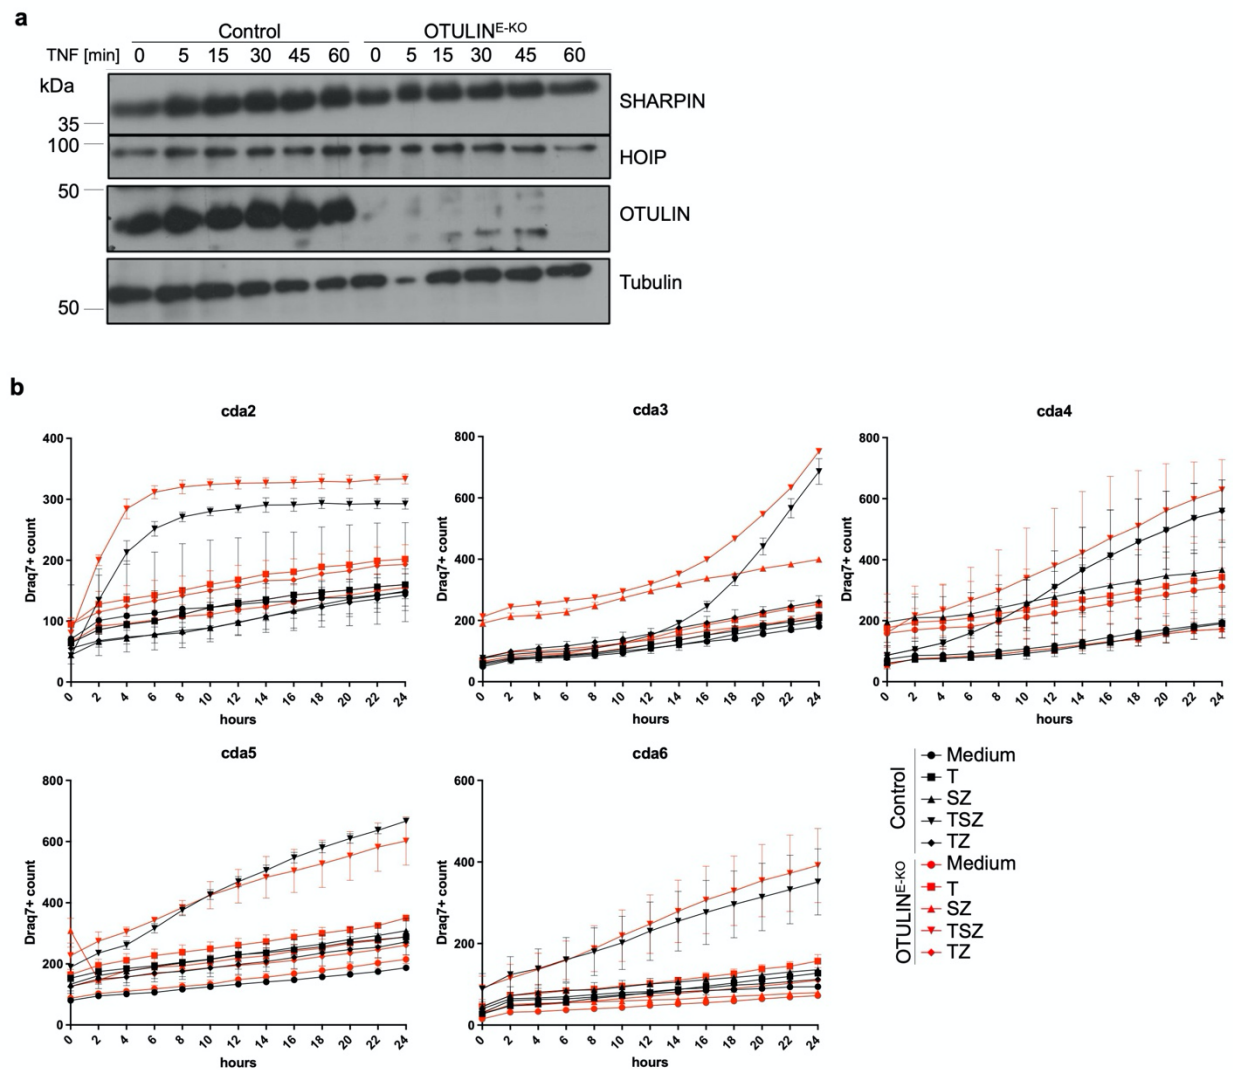

**Supplementary Figure 3. TNF-induced cell death responses in OTULIN-deficient keratinocytes. a** Immunoblot analysis with the indicated antibodies of protein extracts from primary keratinocytes derived from OTULIN<sup>E-KO</sup> mice or WT mice stimulated with TNF for the indicated timepoints. **b** Cell death measured by Draq7 uptake in primary keratinocytes from OTULIN<sup>E-KO</sup> and WT mice treated with combinations of TNF (T), the SMAC mimetic Birinapant (S) or z-VAD-fmk (Z) for 24 hours. Graphs show mean values from technical duplicates. Five replicate experiments shown to support Figure 3d.

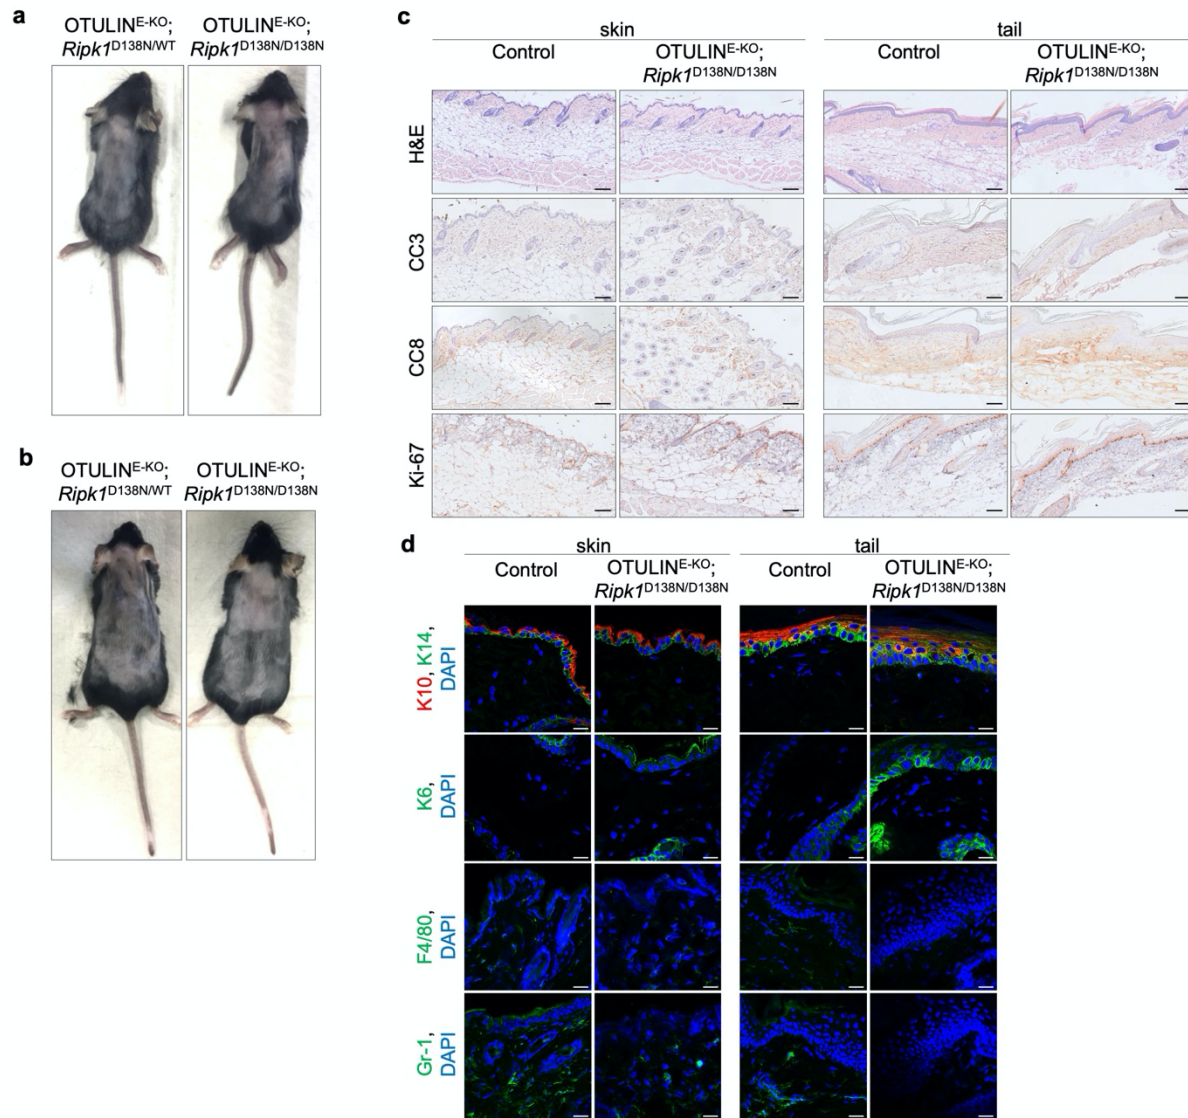

**Supplementary Figure 4. Inhibition of RIPK1 kinase activity by crossing to *Ripk1*<sup>D138N/D138N</sup> mice prevents skin inflammation in OTULINE<sup>E-KO</sup> mice.** **a, b** Photographs of mice with the indicated genotypes at the age of 3 weeks (**a**) and 50 weeks (**b**). Images shown are representative of  $n > 5$  mice with the indicated genotypes. **c** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), stained with H&E, or immunostained with anti-CC3, anti-CC8 or anti-Ki67 antibodies. Scale bars: H&E = 100 $\mu$ m; CC3, CC8, Ki67 = 50 $\mu$ m. **d** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), immunostained with anti-keratin 10, anti-K14, anti-K6, anti-F4/80, anti-Gr-1 antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 $\mu$ m; F4/80, Gr-1 = 30 $\mu$ m.

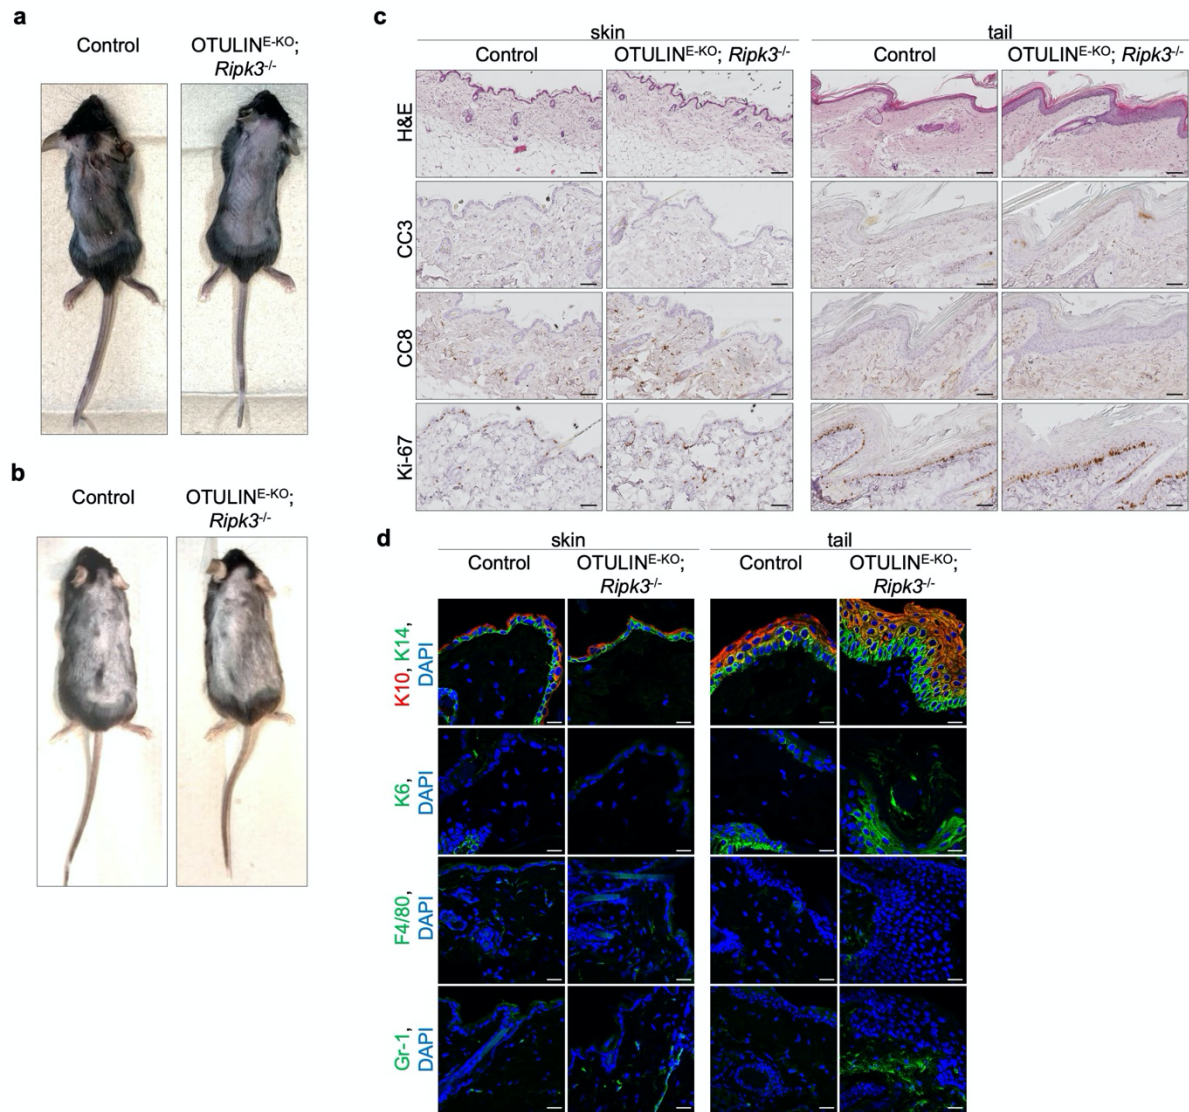

**Supplementary Figure 5. RIPK3 deficiency strongly protects OTULIN<sup>E-KO</sup> mice from skin lesion development.** **a, b** Photographs of mice with the indicated genotypes at the age of 3 weeks (**a**) and 50 weeks (**b**). Images shown are representative of  $n > 5$  mice with the indicated genotypes. **c** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), stained with H&E, or immunostained with anti-CC3, anti-CC8 or anti-Ki67 antibodies. Scale bars: H&E = 100 $\mu$ m; CC3, CC8, Ki67 = 50 $\mu$ m. **d** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), immunostained with anti-keratin 10, anti-K14, anti-K6, anti-F4/80, anti-Gr-1 antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 $\mu$ m; F4/80, Gr-1 = 30 $\mu$ m.

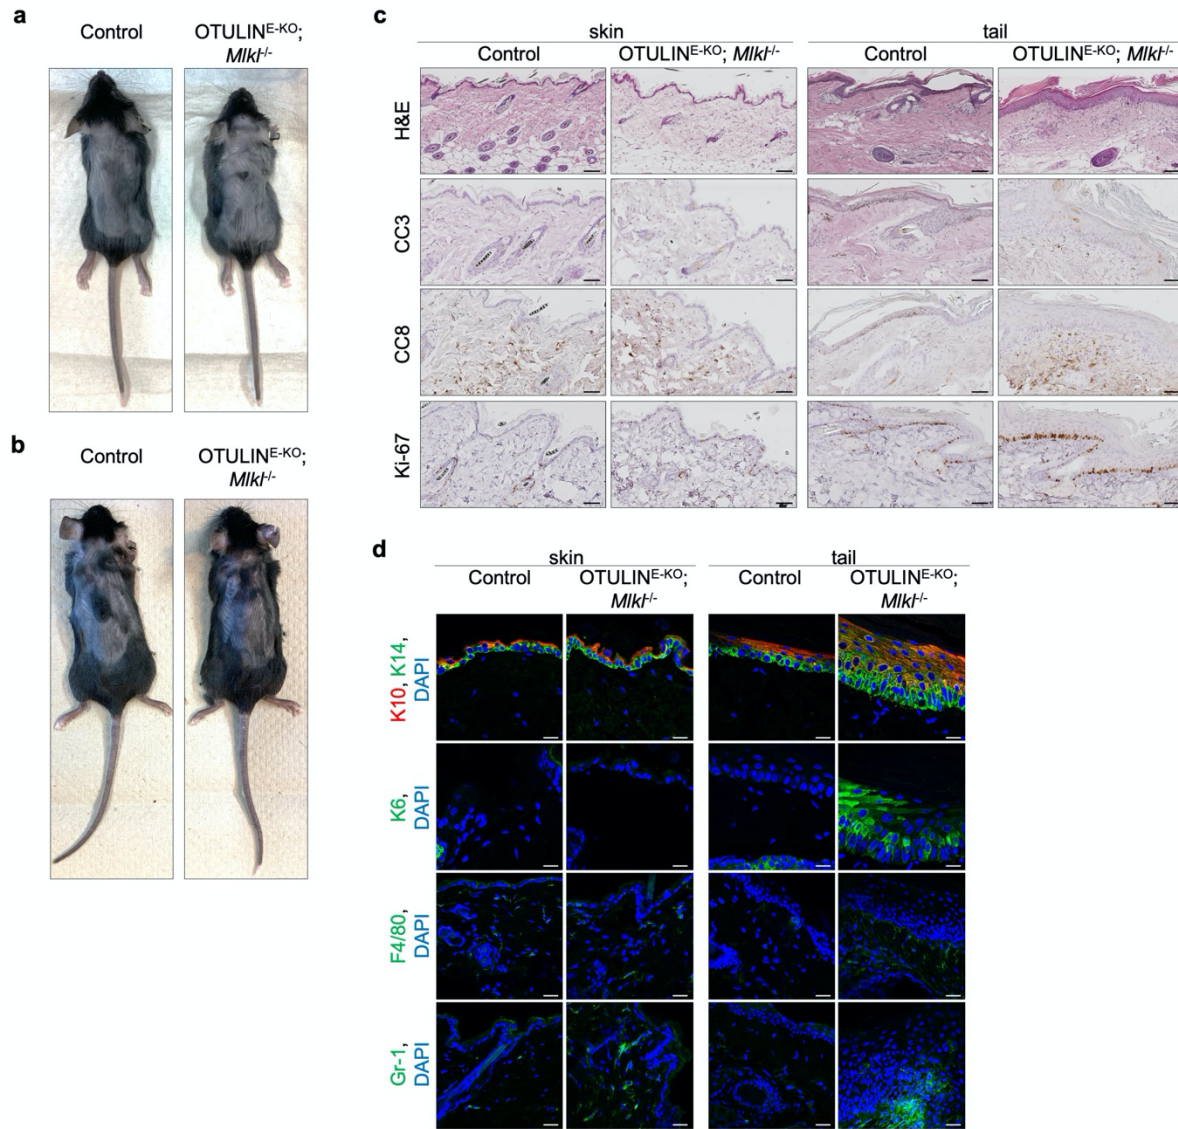

**Supplementary Figure 6. MLKL deficiency strongly delays and ameliorates skin lesion development in OTULIN<sup>E-KO</sup> mice.** **a, b** Photographs of mice with the indicated genotypes at the age of 3 weeks (**a**) and 50 weeks (**b**). Images shown are representative of  $n > 5$  mice with the indicated genotypes. **c** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), stained with H&E, or immunostained with anti-CC3, anti-CC8 or anti-Ki67 antibodies. Scale bars: H&E = 100 $\mu$ m; CC3, CC8, Ki67 = 50 $\mu$ m. **d** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), immunostained with anti-keratin 10, anti-K14, anti-K6, anti-F4/80, anti-Gr-1 antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 $\mu$ m; F4/80, Gr-1 = 30 $\mu$ m.

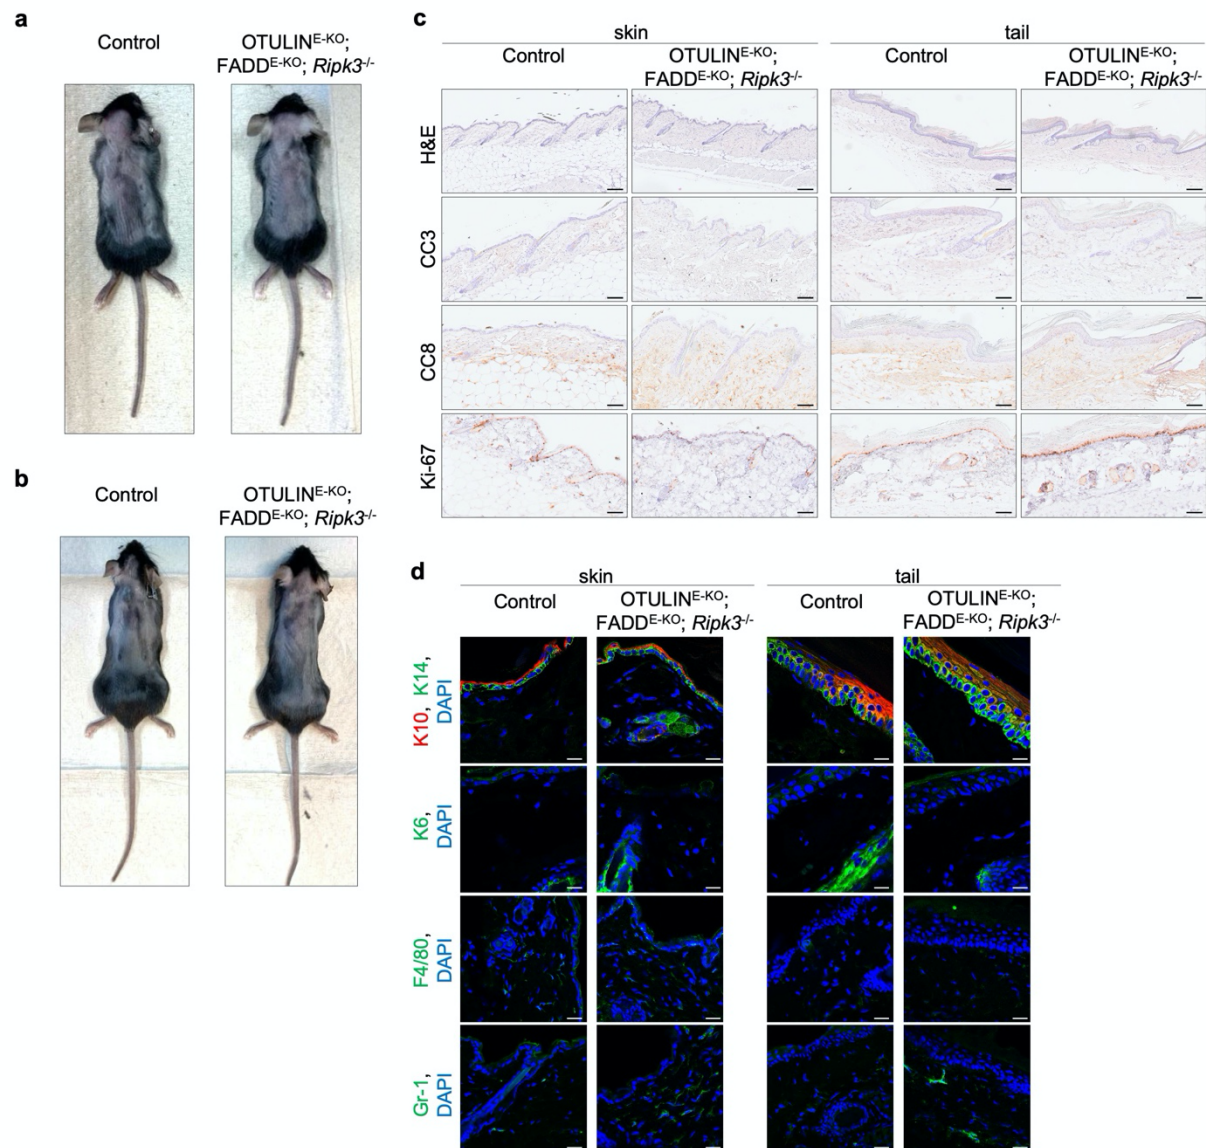

**Supplementary Figure 7. Combined inhibition of necroptosis and apoptosis fully prevents skin inflammation in OTULIN<sup>E-KO</sup> mice.** **a, b** Photographs of mice with the indicated genotypes at the age of 3 weeks (**a**) and 50 weeks (**b**). Images shown are representative of  $n > 5$  mice with the indicated genotypes. **c** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), stained with H&E, or immunostained with anti-CC3, anti-CC8 or anti-Ki67 antibodies. Scale bars: H&E = 100 $\mu$ m; CC3, CC8, Ki67 = 50 $\mu$ m. **d** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), immunostained with anti-keratin 10, anti-K14, anti-K6, anti-F4/80, anti-Gr-1 antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 $\mu$ m; F4/80, Gr-1 = 30 $\mu$ m.

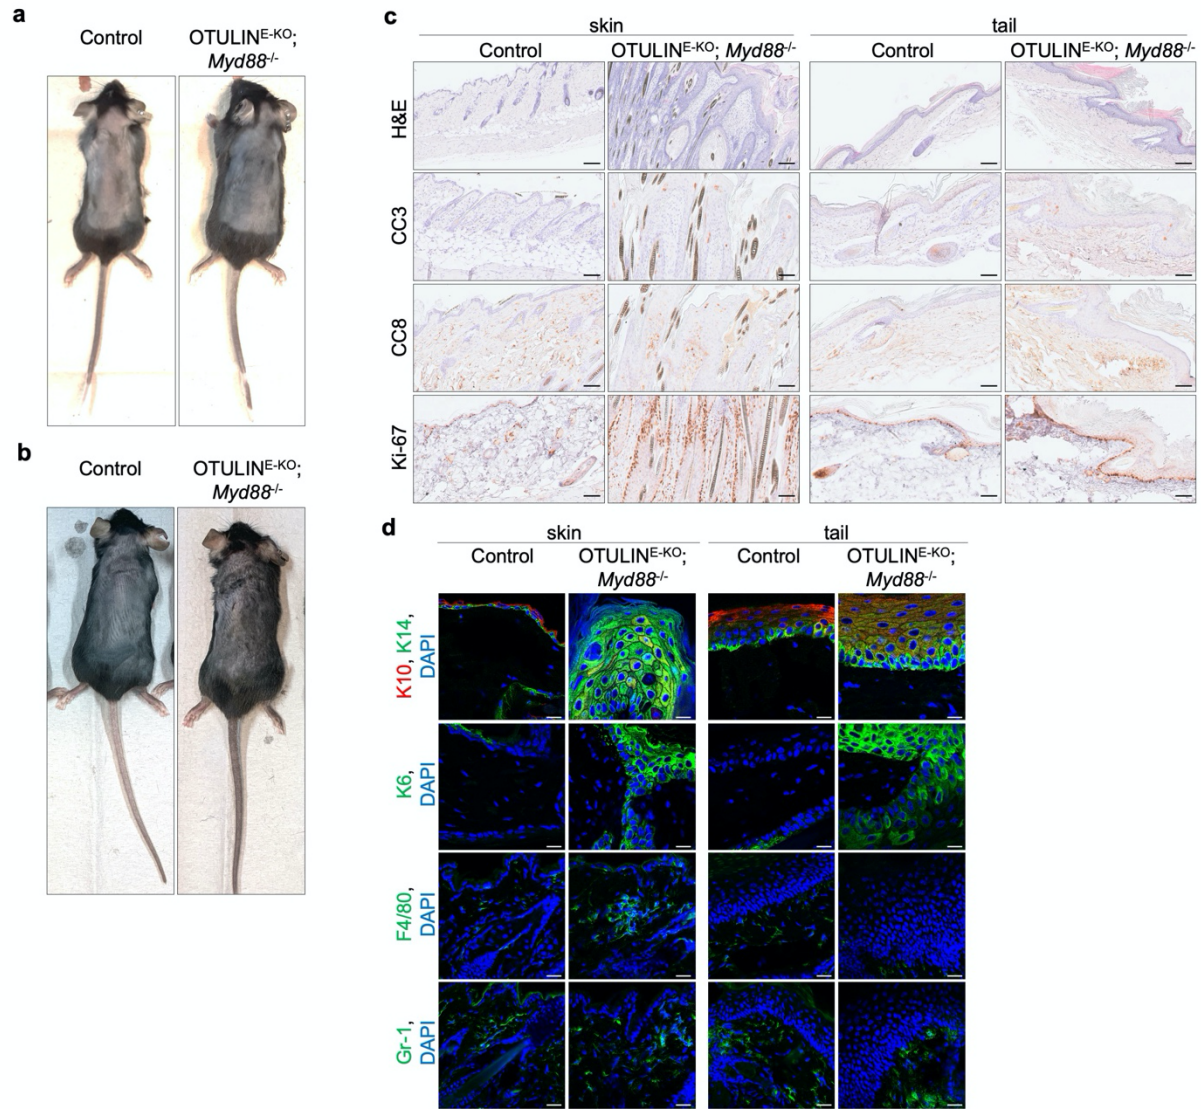

**Supplementary Figure 8. MyD88 deficiency delays and ameliorates the development of skin inflammation in OTULIN<sup>E-KO</sup> mice.** **a, b** Photographs of mice with the indicated genotypes at the age of 3 weeks (**a**) and 50 weeks (**b**). Images shown are representative of  $n > 5$  mice with the indicated genotypes. **c** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), stained with H&E, or immunostained with anti-CC3, anti-CC8 or anti-Ki67 antibodies. Scale bars: H&E = 100 $\mu$ m; CC3, CC8, Ki67 = 50 $\mu$ m. **d** Representative images from skin sections from 50-week old mice of the indicated genotypes ( $n=3$ ), immunostained with anti-keratin 10, anti-K14, anti-K6, anti-F4/80, anti-Gr-1 antibodies and counterstained with DAPI (DNA stain). Scale bars: K10, K14, K6 = 20 $\mu$ m; F4/80, Gr-1 = 30 $\mu$ m.

| Biological process                                                                                                                               | GO ID      | P-value    | P-value (adj.) | Gene ID                                                                                                                       |
|--------------------------------------------------------------------------------------------------------------------------------------------------|------------|------------|----------------|-------------------------------------------------------------------------------------------------------------------------------|
| Defense response to virus                                                                                                                        | GO:0051607 | 2.0936E-10 | 5.1566E-07     | Ifit1/Oasl2/Rtp4/Ifftm3/Ddx60/Stat1/Iffh1/Isg15/Oas1c/Oas1b/Trim34a/Spn/Irf7/Stat2/Bst2/Rsad2/Dtx3/Elf2ak2                    |
| Response to virus                                                                                                                                | GO:0009615 | 5.512E-10  | 6.7881E-07     | Ifit1/Oasl2/Rtp4/Ifftm3/Iff272a/Ddx60/Stat1/Iffh1/Isg15/Oas1c/Oas1b/Trim34a/Spn/Irf7/Stat2/Bst2/Rsad2/Dtx3/Elf2ak2            |
| Negative regulation of viral genome replication                                                                                                  | GO:0045071 | 4.2068E-07 | 0.00034538     | Oasl2/Ifftm3/Isg15/Oas1c/Oas1b/Bst2/Rsad2/Elf2ak2                                                                             |
| Negative regulation of viral process                                                                                                             | GO:0048525 | 3.3444E-06 | 0.00205932     | Oasl2/Ifftm3/Stat1/Isg15/Oas1c/Oas1b/Bst2/Rsad2/Elf2ak2                                                                       |
| Negative regulation of viral life cycle                                                                                                          | GO:1903901 | 6.4135E-06 | 0.00298786     | Oasl2/Ifftm3/Isg15/Oas1c/Oas1b/Bst2/Rsad2/Elf2ak2                                                                             |
| Innate immune response                                                                                                                           | GO:0045087 | 7.2786E-06 | 0.00298786     | Ifit1/Oasl2/Ifftm3/Sdha4/Stat1/Atg9a/Iffh1/Gbp2/Isg15/Gbp9/Herc6/Irf7/H60c/Stat2/Bst2/Pstpip1/Rsad2/Parp14/Dtx3/Elf2ak2/Usp14 |
| Regulation of viral life cycle                                                                                                                   | GO:1903900 | 1.2064E-05 | 0.00424492     | Oasl2/Ifftm3/Pcx/Isg15/Oas1c/Oas1b/Hs3st5/Bst2/Rsad2/Elf2ak2                                                                  |
| Regulation of viral genome replication                                                                                                           | GO:0045069 | 1.7951E-05 | 0.00538435     | Oasl2/Ifftm3/Isg15/Oas1c/Oas1b/Bst2/Rsad2/Elf2ak2                                                                             |
| Regulation of viral process                                                                                                                      | GO:0050792 | 1.9675E-05 | 0.00538435     | Oasl2/Ifftm3/Pcx/Stat1/Isg15/Oas1c/Oas1b/Hs3st5/Bst2/Rsad2/Elf2ak2                                                            |
| Response to bacterium                                                                                                                            | GO:0009617 | 2.5676E-05 | 0.00632402     | Ifit1/Iff44/Usp18/Stat1/B2m/Adh5/Gbp2/Isg15/Gbp9/Herc6/Spn/2610528A11Rik/Rnase1/Hba-a1/Pmp22/H2-K1/Pamb9/Elf2ak2/Cd274        |
| Response to interferon-beta                                                                                                                      | GO:0035456 | 3.5515E-05 | 0.0071472      | Ifit1/Ifftm3/Stat1/Iff207/Gbp2/Bst2                                                                                           |
| Regulation of interspecies interactions between organisms                                                                                        | GO:0043903 | 3.6901E-05 | 0.0071472      | Oasl2/Ifftm3/Pcx/Stat1/Isg15/Oas1c/Oas1b/Hs3st5/Bst2/Rsad2/Elf2ak2                                                            |
| Regulation of T cell mediated immunity                                                                                                           | GO:0002709 | 3.9879E-05 | 0.0071472      | Traf2/B2m/Spn/Rsad2/H2-K1/H2-D1/H2-Q6                                                                                         |
| Sterol biosynthetic process                                                                                                                      | GO:0016126 | 4.0626E-05 | 0.0071472      | Hsd17b7/Lbr/Cyp51/Msmo1/Sec14l2/Hmgcr                                                                                         |
| Positive regulation of T cell mediated immunity                                                                                                  | GO:0002711 | 4.6309E-05 | 0.00760389     | Traf2/B2m/Rsad2/H2-K1/H2-D1/H2-Q6                                                                                             |
| Antigen processing and presentation of peptide antigen via MHC class Ib                                                                          | GO:0002428 | 5.3637E-05 | 0.00825673     | B2m/H2-K1/H2-D1/H2-Q6                                                                                                         |
| Positive regulation of lymphocyte mediated immunity                                                                                              | GO:0002708 | 6.9783E-05 | 0.00926763     | Traf2/B2m/H60c/Shld2/Rsad2/H2-K1/H2-D1/H2-Q6                                                                                  |
| T cell mediated immunity                                                                                                                         | GO:0002456 | 7.5255E-05 | 0.00926763     | Traf2/B2m/Spn/H60c/Rsad2/H2-K1/H2-D1/H2-Q6                                                                                    |
| Positive regulation of adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains | GO:0002824 | 7.5255E-05 | 0.00926763     | Traf2/B2m/Shld2/Rsad2/H2-K1/H2-D1/H2-Q6/Cd274                                                                                 |
| Viral genome replication                                                                                                                         | GO:0019079 | 7.5255E-05 | 0.00926763     | Oasl2/Ifftm3/Isg15/Oas1c/Oas1b/Bst2/Rsad2/Elf2ak2                                                                             |

**Supplementary Table 1. Gene ontology analysis of RNA sequencing data from the non-lesional skin of OTULIN<sup>E-KO</sup> and skin of WT mice.** Functional annotation by gene ontology of significantly up-regulated genes in OTULIN<sup>E-KO</sup> non-lesional skin tissue compared to floxed control mice (WT) skin tissue. For over-representation (ORA) tests, the enrichGO function was used with standard parameters defined by cut-off on p-value and logFoldChange from gene expression data from five 3-week old mice. 20 out of 61 enriched gene sets shown.

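An over-representation test counts how many genes of a query set carry a gene ontology term and compares this number with that among all genes, so its result depends on the cutoffs that define the query set. Besides terms of antiviral defence, the table lists sterol biosynthesis. A list of 24 genes of this pathway, of which the table also names 4, had 21 tested genes and a mean log2 fold change of 0.22 between libraries labelled non-lesional and WT, with 19 genes higher (adjusted p = 2.2e-06 from camera, 0.446 with an estimated correlation and 0.611 with fry). Its score was 5.48 ± 0.19 (SD, n = 5) in non-lesional and 5.27 ± 0.15 (SD, n = 5) in WT libraries (two-sided exact permutation test, p = 0.0794), and 4 of 5 non-lesional libraries lay above all WT libraries. Adjusted over the list alone, 0 of the 21 genes had an adjusted p under 0.05, and 6 had an unadjusted p under 0.05.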

| Biological process                         | GO ID      | P-value     | P-value (adj.) | Gene ID                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|--------------------------------------------|------------|-------------|----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Defense response to other organism         | GO:0098542 | 1.33916E-23 | 5.3727E-20     | Serp1b3a/S100a8/S100a9/2610528A11Rik/Ddx60/Rtp4/Irf7/Iff1/Bst2/Oasl2/Dhx58/Parp14/I11b/Tmem173/I11f6/Shm2/I11f1/Iffm3/Krt16/Elf2ak2/Oas2/Stat2/Cxcl9/Mmp12/H60c/Trex1/I133/Bcl3/Dxb3/Gbp2/Stat1/Ddx58/Cd14/Rsad2/Gbp7/I11f9/Lcn2/I14ra/Krt6a/Herc6/Ccl3/I11f8/Sifn8/Parp9/Adar/I11f5/Tir3/Gch1/H2K1/1/Tap1/Trim30a/Defb1/Cxcl10/Cxcl16/Lgals9/Zc3h12a/Sbx11/Sifn9/Nmi/Ccl8/Zbp1/Tnm25/Clec4a2/Adam8/Samhd1/Krt1/Rnf19b/Nectin2/C1qa/Arg1/Tnm27/Kik7/C3/Socs1/Gbp3/Cgas/Txk/Ilgp1 |
| Innate immune response                     | GO:0045087 | 2.87125E-21 | 5.7597E-18     | Serp1b3a/S100a8/S100a9/Irf7/Iff1/Bst2/Oasl2/Dhx58/Parp14/Tmem173/I11f6/Shm2/I11f1/Iffm3/Krt16/Elf2ak2/Oas2/Stat2/Mmp12/H60c/Trex1/Dxb3/Gbp2/Stat1/Ddx58/Cd14/Rsad2/Gbp7/I11f9/Lcn2/Herc6/Ccl3/I11f8/Parp9/Adar/I11f5/Tir3/Gch1/1/Tap1/Trim30a/Defb1/Cxcl16/Lgals9/Sbx11/Nmi/Ccl8/Zbp1/Trim25/Clec4a2/Adam8/Samhd1/Krt1/Rnf19b/Nectin2/C1qa/Arg1/Tnm27/C3/Socs1/Gbp3/Cgas/Txk/Ilgp1                                                                                               |
| Response to virus                          | GO:0009615 | 2.25552E-16 | 3.0164E-13     | Ddx60/Rtp4/Irf7/Iff1/Bst2/Oasl2/Dhx58/I11b/Tmem173/I11f6/Shm2/I11f1/Iffm3/Elf2ak2/Oas2/Stat2/Cxcl9/Mmp12/Trex1/I133/Bcl3/Dxb3/Stat1/Ddx58/Rsad2/Lcn2/Sifn8/Parp9/Adar/Tir3/Trim30a/Cxcl10/Lgals9/Zc3h12a/Sifn9/Zbp1/Tnm25/Samhd1/Cgas                                                                                                                                                                                                                                            |
| Peptide cross-linking                      | GO:0018149 | 7.53991E-16 | 7.5625E-13     | Spr22/Spr1b/Spr2f/Lce3c/Spr2h/Spr2e/Lce1g/Lce3b/Lce3e/Spr2i/Spr2g/Lce1k/Spr2a3/Lce3a/Lce1e/Lce1f/Lce3f/Krt11/Lce1j/Tgm1/Lce3d                                                                                                                                                                                                                                                                                                                                                    |
| Defense response to virus                  | GO:0051607 | 1.33035E-15 | 1.0675E-12     | Ddx60/Rtp4/Irf7/Iff1/Bst2/Oasl2/Dhx58/I11b/Tmem173/I11f6/Shm2/I11f1/Iffm3/Elf2ak2/Oas2/Stat2/Cxcl9/Mmp12/Trex1/I133/Bcl3/Stat1/Ddx58/Rsad2/Sifn8/Parp9/Adar/Tir3/Trim30a/Cxcl10/Zc3h12a/Sifn9/Zbp1/Trim25/Samhd1/Cgas                                                                                                                                                                                                                                                            |
| Response to bacterium                      | GO:0009617 | 1.91904E-14 | 1.2832E-11     | 2610528A11Rik/Iff4/Iff1/I11b/I11f6/Elf2ak2/Oas2/AA467197/Cxcl9/Sifn2/Bcl3/Gbp2/Stat1/Cd14/Cd274/Lrat/Cxcl2/Gbp7/I11f9/Lcn2/Cd52/Krt6a/Herc6/I11f8/Sifn4/Litaf/I11f5/Ly6a/Gch1/Ppard/H2-K1/B2m/Trim30a/Defb1/Cxcl10/Cxcl16/Lgals9/Zc3h12a/Pigs2/Pamb9/Nci11m/Junb/Cmpk2/Rnae1/Kik7/C3/Gbp3/Ilgp1                                                                                                                                                                                  |
| Immune effector process                    | GO:0002252 | 7.52624E-14 | 4.3136E-11     | Serp1b3a/Ddx60/Rtp4/Irf7/Iff1/Bst2/Oasl2/Dhx58/Parp14/Tmem173/I11f6/Shm2/I11f1/Iffm3/Elf2ak2/Oas2/Stat2/Cxcl9/Mmp12/H60c/Trex1/I133/Bcl3/Dxb3/Stat1/Ddx58/Rsad2/I14ra/Sifn8/Parp9/Adar/Tir3/H2-K1/1/Tap1/B2m/Trim30a/Cxcl10/Lgals9/Exo1/Zc3h12a/Sbx11/Sifn9/H2D1/Zbp1/Tnm25/Samhd1/Krt1/Rnf19b/Nectin2/Myb/I17r/Cicf1/C1qa/Foxp3/Arg1/Traf2/Dnase1/I13Kik7/H2-T22/C3/Cgas                                                                                                        |
| Keratinocyte differentiation               | GO:0030216 | 1.68639E-13 | 8.4573E-11     | Krt6b/Spr2d/Spr1b/Krt16/Spr2f/Lce3c/Spr2h/Spr2e/Lce1g/Lce3b/Lce3e/Spr2i/Spr2g/Lce1k/Krt6a/Spr2a3/Lce3a/Lce1e/Krt17/Lce1f/Pigs2/Casp14/Lce3f/Lce1j/Sfn/Tgm1/Cnfn/Lce3d                                                                                                                                                                                                                                                                                                            |
| Keratinization                             | GO:0031424 | 1.04115E-12 | 4.6412E-10     | Krt6b/Spr2d/Spr1b/Krt16/Spr2f/Spr2h/Spr2e/Spr2i/Krt6a/Krt17/Casp14/Sfn/Tgm1/Cnfn                                                                                                                                                                                                                                                                                                                                                                                                 |
| Response to interferon-beta                | GO:0035456 | 1.16914E-11 | 4.6906E-09     | Iff1/Bst2/Tmem173/Iffm3/Iff202b/Trex1/Gbp2/Stat1/Igtp/Kaf1/Iff47/Cdc34/Gbp3/Ilgp1                                                                                                                                                                                                                                                                                                                                                                                                |
| Skin development                           | GO:0043588 | 2.11257E-11 | 7.7051E-09     | Krt6b/Spr2d/Spr1b/Krt16/Spr2f/Lce3c/Spr2h/Spr2e/Lce1g/Lce3b/Lce3e/Spr2i/Spr2g/Lce1k/Krt6a/Spr2a3/Fig/Lce3a/Lce1e/Ppard/Krt17/Lce1f/Pigs2/Gorab/Gba/Casp14/Dbi/Lce3f/Krt1/Lce1j/Sfn/Grh3/Tgm1/Inhba/Cnfn/Lce3d/Ctsl                                                                                                                                                                                                                                                               |
| Regulation of defense response             | GO:0031347 | 5.32927E-11 | 1.7818E-08     | Serp1b3a/S100a8/S100a9/Ddx60/Irf7/I11f6/Elf2ak2/Mmp12/Trex1/I133/Bcl3/Stat1/Ddx58/Cd14/Cd274/Rsad2/I11f9/I14ra/Ccl3/I11f8/Litaf/I11f5/Tir3/B2m/Trim30a/Lgals9/Zc3h12a/Nmi/Pigs2/Atf4/Hlpa/Cxcl10/Lgals9/Exo1/Zc3h12a/Sbx11/Sifn9/H2D1/Zbp1/Tnm25/Samhd1/Krt1/Rnf19b/Nectin2/Myb/I17r/Cicf1/C1qa/Foxp3/Arg1/Traf2/Dnase1/I13Kik7/H2-T22/C3/Cgas                                                                                                                                   |
| Regulation of cytokine production          | GO:0001817 | 6.55944E-11 | 2.0243E-08     | Ddx60/Irf7/Dhx58/I11f1/I11b/Tmem173/I11f6/Iff1/Elf2ak2/Mmp12/Trex1/I133/Bcl3/Stat1/Ddx58/Cd14/Cd274/Rsad2/I11f9/I14ra/Ccl3/I11f8/Litaf/I11f5/Tir3/B2m/Trim30a/Lgals9/Zc3h12a/Nmi/Pigs2/Atf4/Hlpa/Cxcl10/Lgals9/Exo1/Zc3h12a/Sbx11/Sifn9/H2D1/Zbp1/Tnm25/Samhd1/Krt1/Rnf19b/Nectin2/Myb/I17r/Cicf1/C1qa/Foxp3/Arg1/Traf2/Dnase1/I13Kik7/H2-T22/C3/Cgas                                                                                                                            |
| Epidermal cell differentiation             | GO:0009913 | 1.17495E-10 | 3.3671E-08     | Krt6b/Spr2d/Spr1b/Krt16/Spr2f/Lce3c/Spr2h/Spr2e/Lce1g/Lce3b/Lce3e/Spr2i/Spr2g/Lce1k/Krt6a/Spr2a3/Lce3a/Lce1e/Krt17/Lce1f/Pigs2/Casp14/Lce3f/Lce1j/Sfn/Sult2b1/Tgm1/Cnfn/Lce3d                                                                                                                                                                                                                                                                                                    |
| Epidermis development                      | GO:0008544 | 1.28768E-10 | 3.4441E-08     | Krt6b/Spr2d/Spr1b/Krt16/Spr2f/Lce3c/Spr2h/Spr2e/Lce1g/Lce3b/Lce3e/Spr2i/Spr2g/Lce1k/Krt6a/Spr2a3/Fig/Lce3a/Lce1e/Ppard/Krt17/Lce1f/Pigs2/Gorab/Casp14/Dbi/Lce3f/Lce1j/Sfn/Sult2b1/Grh3/Tgm1/Zfp750/Inhba/Cnfn/Lce3d/Ctsl                                                                                                                                                                                                                                                         |
| Positive regulation of cytokine production | GO:0001819 | 4.46392E-10 | 1.1193E-07     | Ddx60/Irf7/Dhx58/I11f1/I11b/Tmem173/I11f6/Iff1/Elf2ak2/Mmp12/I133/Bcl3/Stat1/Ddx58/Cd14/Cd274/Rsad2/I11f9/I14ra/Ccl3/I11f8/Tir3/B2m/Lgals9/Pigs2/Atf4/Hlpa/Hif1a/Adam8/Casp8/Ccr5/Nci11m/Foxp3/Traf2/C3/Cgas/Txk                                                                                                                                                                                                                                                                 |
| Cellular response to interferon-beta       | GO:0035458 | 1.6312E-09  | 3.8043E-07     | Iff1/Tmem173/Iff202b/Trex1/Gbp2/Stat1/Igtp/Iff47/Cdc34/Gbp3/Ilgp1                                                                                                                                                                                                                                                                                                                                                                                                                |
| Regulation of immune response              | GO:0050776 | 1.70679E-09 | 3.8043E-07     | Serp1b3a/Irf7/Dhx58/Parp14/I11b/Tmem173/Mmp12/H60c/Trex1/I133/Ddx58/Cd274/Rsad2/I14ra/Parp9/Adar/Tir3/H2K1/1/Tap1/B2m/Lgals9/Pmb4/Zc3h12a/H2D1/Nmi/Zbp1/Adam8/Samhd1/Krt1/Nectin2/Myb/I17r/Cicf1/C1qa/Samsn1/Foxp3/Elf2b3/Arg1/Traf2/Trim27/Kik7/H2-T22/C3/Socs1/Cgas/Txk/Vav3                                                                                                                                                                                                   |
| Regulation of response to biotic stimulus  | GO:0002831 | 2.53674E-09 | 5.3565E-07     | Serp1b3a/Ddx60/Irf7/Dhx58/Parp14/I11b/Tmem173/Mmp12/H60c/Trex1/Dxb3/Stat1/Ddx58/Cd274/Parp9/Adar/Tap1/Lgals9/Zc3h12a/Nmi/Zbp1/Adam8/Samhd1/Nectin2/Arg1/Kik7/Socs1/Cgas/Txk                                                                                                                                                                                                                                                                                                      |
| Cytokine-mediated signaling pathway        | GO:0019221 | 2.7938E-09  | 5.6044E-07     | Irf7/Parp14/I11b/I11f6/Iffm3/Oas2/Stat2/Cxcl9/Mmp12/Trex1/Stat1/Cxcl2/I11f9/Cd300/I11f8/Parp9/Adar/I11f5/I12b/Cxcl10/Nmi/Ccl8/Zbp1/Samhd1/I11m/Arg1/Txndc17/Traf2/Cib1/Socs1/Txk/Ilgp1                                                                                                                                                                                                                                                                                           |

**Supplementary Table 2. Gene ontology analysis of RNA sequencing data from the lesional skin of OTULIN<sup>E-KO</sup> and skin of WT mice.** Functional annotation by gene ontology of significantly up-regulated genes in OTULIN<sup>E-KO</sup> lesional skin tissue compared to floxed control mice (WT) skin tissue. For over-representation (ORA) tests, the enrichGO function was used with standard parameters defined by cut-off on p-value and logFoldChange from gene expression data from five 3-week old mice. 20 out of 249 enriched gene sets shown.

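For the comparison of lesional with WT skin, the table lists terms of keratinization and epidermal differentiation besides those of defence. A list of 25 genes of hyperplastic epidermis had 8 tested genes, all higher in libraries labelled lesional, with a mean log2 fold change of 3.37 (adjusted p = 0.0031 from camera, 0.508 with an estimated correlation and 0.686 with fry). The score did not separate the groups (two-sided exact permutation test, p = 0.437), and 2 of 5 lesional libraries lay above all WT libraries. Without lesional replicate 11 the mean log2 fold change was 2.23 (adjusted p = 0.0621 from camera). Adjusted over the list alone, 0 of the 8 genes had an adjusted p under 0.05, and 6 had an unadjusted p under 0.05. *Krt16*, which the table names, had 771 ± 1253 CPM (SD, n = 5) in lesional and 27.9 ± 36.0 CPM (SD, n = 5) in WT libraries, a log2 fold change of 4.78 (standard error 1.82). Its standard deviation in lesional libraries exceeded its mean.

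**Figure D2:**
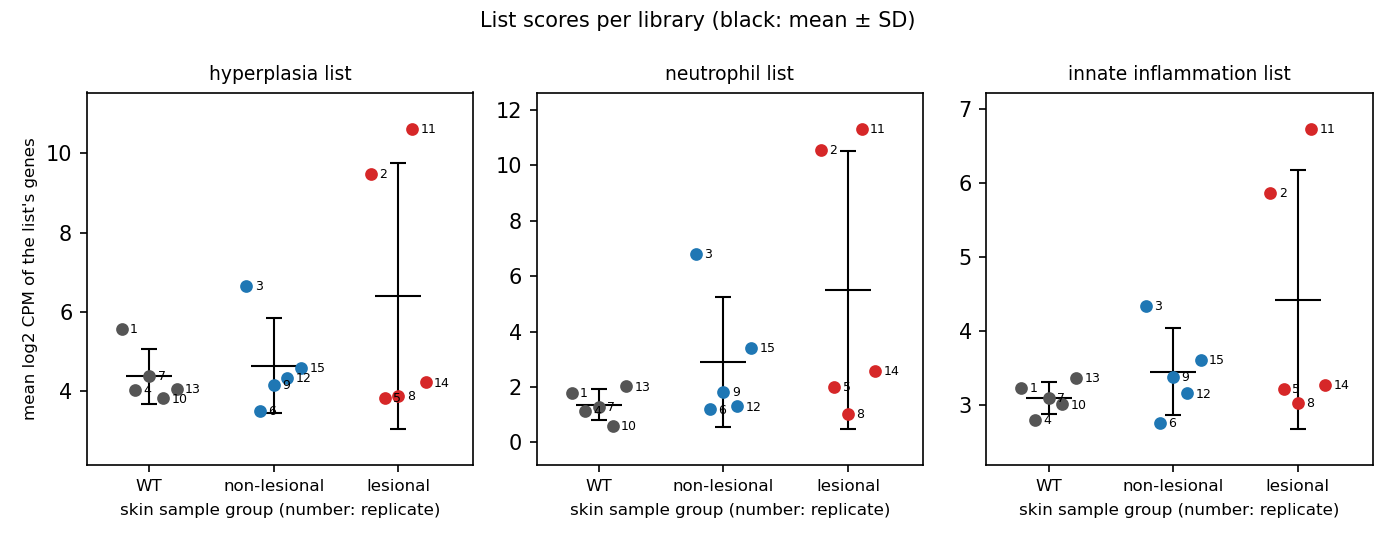
Mean log2 CPM of the genes of 3 lists in each library, by the label of its group, for genes that passed the filter over all 15 libraries (11 of the hyperplasia list, 2 of the neutrophil list and 12 of the list of innate immunity and inflammation). The 2 genes of the neutrophil list are *S100a8* and *S100a9*, which are also in the list of innate immunity and inflammation. Each point is 1 library with its replicate number, and black marks are the mean ± SD of 5 libraries. For the hyperplasia list, lesional libraries lie at 9.47, 3.84, 3.89, 10.6 and 4.22 in replicates 2, 5, 8, 11 and 14, and WT libraries between 3.82 and 5.58.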

# Supplementary material for: OTULIN inhibits RIPK1-mediated keratinocyte necroptosis to prevent skin inflammation in mice
**Source:** Nat Commun. 2021 Oct 8;12:5912. doi: 10.1038/s41467-021-25945-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection.

Data analysis

Statistical analysis was performed with GraphPad Prism V6. Quantification of dead cell numbers was performed using GraphPad Prism V6. For analysis of the RNAseq data, Illumina adapters were clipped off the raw reads using cutadapt with standard parameters and a minimum read length of 35 after trimming (shorter reads were discarded). QuantSeq specific features were subsequently removed from the trimmed reads following the workflow described in [https://rstudio-pubs-static.s3.amazonaws.com/171024\\_bd9c5ea013a4465cbceb9d435033eadd.html](https://rstudio-pubs-static.s3.amazonaws.com/171024_bd9c5ea013a4465cbceb9d435033eadd.html). Trimmed and cleaned reads were mapped to a concatenation of the mouse genome (Mus\_musculus.GRCm38.dna.chromosome.\*.fa.gz, downloaded from [ftp://ftp.ensembl.org/pub/release-100/fasta/mus\\_musculus/dna/](ftp://ftp.ensembl.org/pub/release-100/fasta/mus_musculus/dna/)) and the ERCC92 Spike In sequences (downloaded from <https://assets.thermofisher.com/TFS-Assets/LSG/manuals/ERCC92.zip>), using subread-align version v2.0.1 with parameters -t 0 -d 50 -D 600 --multiMapping -B 5. For counting, only high-quality uniquely mapping matches were retained, using samtools view -hb -q 30 -F 256. These matches were then combined into a count table using featureCounts with parameters -F "GTF" -t "exon" -g "gene\_id" --minOverlap 20 -M --primary -O -J -T 4. Differential Gene Expression Analysis was done in R-4.0.0, using package DESeq2 (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>). Before heatmap visualization, gene counts were converted to Counts Per Million (CPM) and the CPM values were scaled by log10 (adding a pseudocount of 0.1). Heatmaps were drawn using the R package pheatmap (<https://www.rdocumentation.org/packages/pheatmap/versions/1.0.12/topics/pheatmap>), with parameters cluster\_cols=FALSE and show\_rownames=FALSE. The individual heatmap shows genes that were significant in DESeq2 at a given p-value cutoff and had a logFoldChange of 1 or larger. Differential Gene Expression analysis and visualization was carried out in R-4.0.0, using package clusterProfiler (<http://yulab-smu.top/clusterProfiler-book/>). Individual DESeq2 results were tested one at a time. For over-representation (ORA) tests, which compare a pre-

defined subset of genes to the universe of all genes, the enrichGO function was used with standard parameters. The query gene subset for ORA analysis was defined by cutoffs on p-value and logFoldChange.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE180024 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180024>]. The source data underlying the graphs shown in the Figures are provided as a Source Data file. Uncropped images and replicates of immunoblots presented in the figures are included in the Source Data file.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Based on our previous experience on skin disease mouse models (doi: 10.26508/lsa.202000956) we aimed to analyze a sufficient number of animals per group (minimum 5 animals) to evaluate differences between different groups of genetically modified mice. In vitro experiments with isolated primary cells were performed at least 2-3 times from cell batches from individual mice (biological replicates) to confirm reproducibility. |
| Data exclusions | No data was excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | For our in vivo studies we analyzed a sufficient number of animals (5-25 mice per group) to ensure that the results obtained are consistent. For in vitro studies in primary cells we replicated all experiments in at least 3 independently isolated primary cell batches from individual mice (biological replicates). In each experiment at least 3 replicates were analysed (technical replicates).                                   |
| Randomization   | No specific method of randomization had been used to select animals. We compared groups of mice with different genotypes to assess the effect of specific genetic mutations in the phenotype. Group allocation was thus determined by the genotype of the mice. We did not specifically control for covariates in this study.                                                                                                             |
| Blinding        | Quantification of the pathology by macroscopical scoring of the back and tail skin was performed blindly.                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

-monoclonal rabbit anti-p-IkB $\alpha$ , clone 5A5, Cat. No. 2859, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 17  
 -polyclonal rabbit anti-IkB $\alpha$ , Cat. No. sc-371, Santa Cruz Biotechnology; dilution 1:1000 for WB, Lot. No. K1315  
 -monoclonal rabbit anti-p-p65, Cat. No. 3033, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 16  
 -polyclonal rabbit anti-p65, Cat. No. sc-372, Santa Cruz Biotechnology; dilution 1:1000 for WB, Lot. No. K0415  
 -polyclonal rabbit anti-p-SAPK/JNK (T183/T185), Cat. No. 4668, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 15  
 -polyclonal rabbit anti-SAPK/JNK, Cat. No. 9252, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 17  
 -polyclonal rabbit anti-p38, Cat. No. 9211, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 25  
 -polyclonal rabbit anti-p38, Cat. No. 9212, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 17  
 -polyclonal rabbit anti-p44/42 MAPK (ERK1/2), Cat. No. 9191, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 29  
 -polyclonal rabbit anti-p44/42 MAPK (ERK1/2), Cat. No. 9102, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 27  
 -polyclonal rabbit anti-OTULIN, Cat. No. 14127, Cell Signaling Technology; dilution 1:1000 for WB, Lot. No. 1  
 -polyclonal rabbit anti-SHARPIN, Cat. No. 14626-1-AP; Proteintech; dilution 1:1000 for WB, Lot. No. 1  
 -human IgG anti M1-Ubiquitin, Genentech; dilution 1:1000 for WB, Clone 1F11/3F5/Y102L  
 -monoclonal mouse anti-Tubulin, Cat. No. T6074, Sigma-Aldrich; dilution 1:1000 for WB, Lot No. 118M4779

-sheep anti-mouse IgG horseradish peroxidase (HRP)-linked antibody, Cat. No. NA931, GE Healthcare, dilution 1:10000 for  
 -sheep anti-rabbit IgG conjugated to HRP antibody, Cat. No. NA934V, GE Healthcare, dilution 1:10000 for WB  
 -donkey anti-human IgG (H+L) conjugated to HRP, Cat. No. 709-036-149, Jackson ImmunoResearch, dilution 1:5000 for WB

-polyclonal rabbit anti-cleaved Caspase3, Cat. No. 9661, Cell Signaling Technology; dilution for IHC 1:1000, Lot. No. 433  
 -monoclonal rat anti-cleaved Caspase 8, Cat. No. ALX-804-447, Alexis; dilution 1:600 for IHC, Lot No. 08271911  
 -monoclonal rat anti-Ki67, Cat. No. M724901, DAKO, dilution for IHC 1:1000, Lot No. TEC-3

-polyclonal rabbit anti-Keratin 10, Cat. No. PRB-159P, Covance, dilution 1:300 for IHC  
 -polyclonal rabbit anti-Keratin 14, Cat. No. MS-115, Neomarkers, dilution 1:400 for IHC  
 -polyclonal rabbit anti-Keratin 6, Cat. No. PRB-169P, Covance, dilution 1:1000 for IHC  
 -monoclonal rat anti-F4/80, Cat. No. MCA497, clone A3-1, AbD Serotec, dilution 1:1000 for IHC  
 -monoclonal rat anti-Gr-1, Cat. No. MCA2387GA, clone RB6-8C5, AbD Serotec, dilution 1:500 for IHC

-anti mouse Alexa 488- fluorescence-conjugated secondary Ab, Cat. No. A1101, Molecular Probes, dilution 1:800 for IHC  
 -anti rabbit Alexa 549- fluorescence-conjugated secondary Ab, Cat. No. A11012, Molecular Probes, dilution 1:800 for IHC  
 -anti rat Alexa 488- fluorescence-conjugated secondary Ab, Cat. No. A21210, Molecular Probes, dilution 1:800 for IHC

### Validation

All primary antibodies used in this study were purchased from commercial sources and are fully validated by the respective Vendors. Validation data can be found on the respective Vendor websites for all antibodies.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

The following mouse lines were used: Otulin<sup>fl/fl</sup> (32), K14-Cre (25), Tnfr1<sup>fl/fl</sup> (33), Ripk1D138N/D138N (34), Ripk3<sup>-/-</sup> (35), Mkl1<sup>-/-</sup> (24), Fadd<sup>fl/fl</sup> (36), Ripk3<sup>-/-</sup> (35) and MyD88<sup>fl/fl</sup> (37). All these mouse lines have been described before in the respective publications cited. The experiments were performed on mice backcrossed into the C57BL/6 genetic background for at least five generations. In all experiments, littermates carrying the loxP-flanked alleles but not expressing Cre recombinase were used as wild-type controls. Mice were analysed between 3 and 50 weeks of age. Mice used in this study were maintained in the animal facility of the CECAD Research Center, University of Cologne, in individually ventilated cages (Greenline GM500; Tecniplast) at 22°C (± 2°C) and a relative humidity of 55% (± 5%) under 12-hour light cycle on sterilized bedding (Aspen wood, Abedd, Germany) and with access to sterilized commercial pelleted diet (Ssniff Spezialdiäten GmbH) and acidified water ad libitum. The microbiological status was examined as recommended by Federation of European Laboratory Animal Science Associations (FELASA) and the mice were free of all listed pathogens. All animal procedures were conducted in accordance with European, national, and institutional guidelines, and protocols were approved by local government authorities (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen). Animals requiring medical attention were provided with appropriate care and were sacrificed when reaching pre-determined criteria of disease severity.

### Wild animals

The study did not involve wild animals

### Field-collected samples

The study did not involve samples collected from the field.

How the deposited data were processed for this re-analysis (not part of the article)

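The RNA sequencing libraries were made from skin tissue of 3-week-old mice, 5 labelled WT, 5 labelled OTULIN E-KO non-lesional and 5 labelled OTULIN E-KO lesional. The authors prepared QuantSeq 3′ libraries, clipped adaptors with cutadapt, and removed QuantSeq-specific features. They mapped the reads with subread-align to GRCm38 and the ERCC spike-in sequences. With samtools they retained primary matches that the paper calls high-quality and uniquely mapping. They deposited the number of matches that featureCounts assigned to the exons of each gene. These counts are not normalized, and a match overlapping several genes was counted for each. The paper's text does not name the annotation release or the strand setting. The authors also deposited CPM, which are each count over the total of its library, and the tests were run on the counts. The authors compared groups with DESeq2's Wald test.

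The count table holds 55487 genes, of which 55227 had a row in the annotation used here for symbols and coordinates, and 92 spike-in rows that sum to 0 and were left out. Library totals ran from 1962604 to 2567138 counts, and the largest 10 genes took 18.3% to 23.2% of the counts of a library. Most genes of the innate immunity, hyperplasia and neutrophil lists did not pass the filter, which asks for a minimum count in as many libraries as a group holds. It therefore also removed genes such as *S100a8*, which had high counts in only 2 lesional libraries. PCR copies were not removed by the counting described, so counts are not independent molecules.

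The 3 comparisons (non-lesional with WT, lesional with WT, and lesional with non-lesional) were each fitted on the 2 groups compared with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr, and the quasi-likelihood F-test with robust estimation. A standard error is the absolute log2 fold change divided by the square root of F. The threshold was a Benjamini-Hochberg adjusted p under 0.05. CPM per library are TMM-normalized, and list scores are means of log2 CPM with a prior count of 2. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and beside it with an estimated correlation, with fry, and with a two-sided exact permutation test of the score over 252 regroupings. There were 15 lists, giving 45 list tests, of which 43 had a value, since no gene of the neutrophil list passed the filter in the 2 comparisons with WT. The lists were of type I IFN, IFN-γ, innate immunity and inflammation, necroptosis, sterol synthesis, fatty acid synthesis, hyperplasia, proliferation, macrophage, neutrophil, adipocyte, sebaceous gland, hair, muscle and erythrocyte genes. They were written before the data were examined, as were the samples of each fit and the alternatives.

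The genes named are those the paper names for these samples or studies by staining or qRT-PCR, at most 3 members of each other list with the smallest p, and, for each comparison, the 10 genes with the largest change among those with an adjusted p under 0.05 and no overlap between groups, of which there were none. *Irf9*, *Krt16*, *Fasn*, *Acly*, *Acaca* and *S100a8* are named from their lists, *S100a8* by its p between lesional and non-lesional libraries as a gene of the neutrophil list. The genes listed for the fit without non-lesional replicate 6 and for the paper's source table were named after their values were seen.

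The alternatives were DESeq2 1.42.0, limma's voomWithQualityWeights, DESeq2's size factors and upper quartile normalization in the edgeR fit, no filter or at least 10 counts in every sample, all 15 samples in 1 fit, estimation without robustness, Y-linked expression or the hair and muscle scores as covariates, adjusted p under 0.1 or 0.01, fry, an estimated correlation, and leaving out each replicate in turn. The DESeq2 fit took all genes, without filterByExpr, so its numbers of genes differ from edgeR's by the filter as well as by the test. The edgeR fit was tested on simulated counts with 200 genes changed by known amounts. Of genes changed by 1 on the log2 scale, 68 of 91 were called, and of genes changed by 2, 91 of 93 were called. Of 12564 unchanged genes 13 were called, and with no gene changed 0 of 12794 were called. A shift of 0.5 given to the type I IFN list was recovered as 0.49, the mean of 10 simulations. The gene ontology over-representation tests were not rerun. Only 1999 of the 20051 rows of the source data table of Fig. 1d were read here, and no overlap or enrichment was tested on it.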

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

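All tests in this part were chosen, or had their criterion set, after the result was seen. Single libraries far from the rest of their group were looked for in 78 groups of 5 values, covering library totals, list scores and the genes of Fig. 1d with *Otulin*. The gap to the nearest library exceeded Dixon's critical value of 0.71 in 2 groups, where chance gives about 4, so these 2 libraries are no more than chance would give.

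The hair list score of WT replicate 1 was 5.52, and those of the other WT libraries ran from 3.32 to 3.73. Library size is argued against, since with every library thinned to the smallest total the score of WT replicate 1 was 5.51 and the highest of the other WT libraries 3.82. A single gene is argued against, since 17 of 20 hair genes had their highest value of all 15 libraries in WT replicate 1. WT replicate 1 also had 0 counts on the Y-linked genes, but the 2 other libraries with at most 3 such counts, non-lesional replicate 12 and lesional replicate 11, had hair scores of at most 3.66, so absence of Y-linked expression is not enough to raise the score. A different stage of the hair cycle or a different sampling site in this mouse may explain the score, and neither was tested. The hair list fell by 1.34 between WT and non-lesional libraries over 3 tested genes (adjusted p = 0.0357 from camera, 0.449 with an estimated correlation), with non-lesional scores below the WT mean in every library. Without WT replicate 1 this value was -0.35 (adjusted p = 0.199). The adjusted p was also above 0.05 without WT replicate 4 (-1.21, adjusted p = 0.0749) and without non-lesional replicate 3 (-1.32, 0.0978), 6 (-1.07, 0.0847), 9 (-1.33, 0.0696) or 15 (-1.02, 0.202).

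*Ifit1* in lesional replicate 11 was 175.3 CPM, against 5.66 to 54.6 CPM in the other lesional libraries. With every library thinned to the smallest total it was 178 CPM, and the highest of the others 56.0, which argues against library size. Reads shared between paralogs of *Ifit1* are argued against as the whole cause, since 28 of 29 type I IFN genes outside gene families had their highest value of all 15 libraries in lesional replicate 11. A stronger lesion in this mouse stays open and was not tested, since the labels give no severity for a sample. The hyperplasia score of lesional replicate 11 was also the highest of its group, at 10.6 against 3.84 to 9.47.

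The fatty acid synthesis list, which the paper does not discuss, was higher in libraries labelled non-lesional than in WT libraries, with a mean log2 fold change of 0.40 and 14 of 14 genes higher. It had an adjusted p of 6.5e-12 from camera and 0.0350 with an estimated correlation, but 0.106 with fry. The exact permutation test of its score gave p = 0.0159, and 0.228 after adjustment, with 4 of 5 non-lesional libraries above all WT libraries. With 0.0079 as the smallest exact p, 1 list alone could not pass that adjustment. *Fasn* had a log2 fold change of 0.69 (standard error 0.16) and *Acly* of 0.40 (standard error 0.11), and adjusted over the list alone 4 of the 14 genes had an adjusted p under 0.05. Thinning every library to the smallest total gave 0.39, and the hair and muscle scores as covariates gave 0.37, against a jackknife standard error of 0.11 from the fits that left out 1 replicate each, so library size and hair or muscle content are argued against as the whole cause. More adipocytes or more sebaceous gland in the non-lesional samples cannot be told apart from a change within cells. The adipocyte list rose by 0.20 (adjusted p = 0.0109 from camera) and the sebaceous list by 0.19 (adjusted p = 0.0267), and their differences from the fatty acid list, 0.20 and 0.21, lie within 2 jackknife standard errors, of which 1 is 0.27 for the former and 0.22 for the latter. The adipocyte value was 0.05 without WT replicate 7 (adjusted p = 0.802), 0.12 without non-lesional replicate 6 (0.0877) or 15 (0.125), and 0.37 without WT replicate 13. The sebaceous value was 0.06 without non-lesional replicate 3 (adjusted p = 0.399), 0.10 without WT replicate 4 (0.423), 0.16 without WT replicate 13 (0.123), 0.18 without non-lesional replicate 9 (0.0879), and 0.30 without non-lesional replicate 15. The first criterion for these tests was 2 standard deviations between the leave-one-out fits, of which 1 is 0.09 and 0.08 for the 2 differences. It was replaced by the jackknife standard error after the values were seen, because the standard deviation understates the error of the mean, and under the first criterion both explanations would have been set aside.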

How the results depend on the processing

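No paired analysis was run, because the replicate numbers are not shared between groups and the paper's text does not say which samples came from one mouse or litter. The numbers run in the order WT, lesional and non-lesional. The neighbours lesional replicate 11 and non-lesional replicate 12 had 2 and 0 counts on the Y-linked genes. No label says that neighbours share a mouse, so a paired difference between lesional and non-lesional libraries was left untested.

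The number of genes with an adjusted p under 0.05 was 0 in all 3 comparisons, also at adjusted p under 0.1 and 0.01, with both other normalizations, all 15 samples in 1 fit, no robust estimation, voomWithQualityWeights, either covariate, and at least 10 counts in every sample. It was 1 gene for non-lesional against WT and 14 for lesional against WT with DESeq2, 18 for non-lesional against WT with no filter, and 0 to 5 across the 10 fits for that comparison that each left out one replicate, the 5 without non-lesional replicate 6. In lesional against non-lesional libraries it was 0 under every alternative. Of 100 drawn splits of the 10 libraries, real split included, 100 gave as many genes in each comparison, since the real count is 0, and 10, 3 and 2 splits gave any gene.

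Genes past both criteria of Fig. 1d numbered 22 for non-lesional against WT. With DESeq2 there were 156, with no filter 658, with at least 10 counts in every sample 4, where fewer genes are tested, and 29 to 44 in the fits that each left out one replicate, 44 without WT replicate 10. With DESeq2, 76 of the 156 were higher, against 15 of 22. For lesional against WT the 139 genes became 462 with DESeq2, 42 with voomWithQualityWeights, 802 with no filter, 73 with at least 10 counts in every sample, and 81 with hair and muscle covariates. They ran from 46 without lesional replicate 11 to 254 without lesional replicate 5. Of the 22 and 139 genes, 21 and 138 were also among those of DESeq2. In 51 of 100 splits for non-lesional against WT, as many genes met both criteria, so this count does not exceed that of other groupings of the same libraries. For lesional against WT, 39 of 100 splits gave as many, and the median split gave 46 genes. Lesional replicates 2 and 11 lay far from the other libraries, and a split that holds them together keeps that difference. These splits therefore cannot decide whether the 139 genes exceed chance.

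The type I IFN list kept its direction against WT under every alternative, with leave-one-out means of 0.59 to 0.77 in non-lesional and 0.79 to 1.59 in lesional libraries, and stayed past camera's threshold under all alternatives except the other set tests. With fry and with the estimated correlation, the list did not pass after adjustment. Its mean log2 fold changes of 0.67, 1.36 and 0.77 for the 3 comparisons stay as they are. Both tests allow for the correlation between the list's genes in these libraries. For non-lesional against WT the unadjusted p was 0.0083 with fry and 0.0049 with the estimated correlation. For lesional against WT it was 0.090 and 0.062, and for lesional against non-lesional 0.43 and 0.33. The list of innate immunity and inflammation did not pass fry or the estimated correlation either, with means of 1.25 for lesional against WT and 1.85 for lesional against non-lesional. The type I IFN list in lesional against non-lesional libraries also lost camera's threshold with voomWithQualityWeights (mean log2 fold change 0.0898, adjusted p = 0.198), with hair and muscle covariates (mean log2 fold change 0.00079, adjusted p = 0.174), and without lesional replicate 11, where the mean log2 fold change was the lowest of a leave-one-out range of 0.18 to 0.96. With the same covariates the innate list reversed to -0.18 in that comparison. The cause was not tested. The muscle score was itself lowest in lesional replicate 11, so these covariates also carry differences between the lesional libraries.

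In non-lesional against WT libraries, the mean of the innate list ran from -0.018 without non-lesional replicate 3 to 0.19 without non-lesional replicate 6. *Otulin* in lesional against WT libraries ran from -0.052 without WT replicate 10 to 0.19 without WT replicate 4, within its standard error. Apart from the fits that left out a replicate, 304 values of single genes stayed on their side of the threshold and 13 passed it only under an alternative. Of the list values and counts, 104 stayed on their side, 12 became weaker, 11 moved and 1 reversed. *Ifi44* has no value for lesional against WT libraries because the filter removed it, and of the genes labelled in Fig. 1d only *Oasl2* and *Ifi27l2a* have values against WT with at least 10 counts in every sample, since *Ifit1*, *Rtp4*, *Ifi44*, *Ddx60*, *Usp18*, *Irf7* and *Apol7a* fall short of it.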

Differences from the paper's values

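The paper's source data table of Fig. 1d has 20051 rows, of which 1999, sorted by p, were read here. It does not name its comparison. Across the genes shared with the present tables, which are not independent replicates, its log2 fold changes had a Pearson r of 0.92 with those of non-lesional against WT libraries (1235 genes) and of 0.63 with those of lesional against WT (1230 genes), so the paper's values are set beside the former. The last p read is 0.149, so counts of the paper's genes at p of at most 0.05 are complete.

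The paper's table has 7 genes with an adjusted p under 0.05, and edgeR's quasi-likelihood test gave 0. Of the alternatives set before the data were examined, the fit without non-lesional replicate 6 came within 1.5 times, with 5 genes, and none of the others did, including DESeq2 with 1 gene and no filter with 18. The paper's genes are *Ifit1*, *Apol7a*, *Ifi27l2a*, ENSMUSG00000111713, *Ifitm3*, *Fasn* and *Rtp4*. Of these, DESeq2 called *Ifit1*, the fit without non-lesional replicate 6 called *Apol7a* and *Ifitm3*, and the fit with no filter called all but *Apol7a*. The paper's table has 208 genes past both criteria of Fig. 1d (107 higher and 101 lower), and edgeR's test gave 22. Only DESeq2's Wald test, which the paper's methods name, came within 1.5 times, with 156 genes. That fit was also run without the filter on low counts, so the smaller gap cannot be credited to the test alone.

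The log2 fold change of *Ifi44* was 1.78 (standard error 0.42) against the paper's 1.34. With DESeq2 (1.81, standard error 0.48), all 15 samples in 1 fit (1.78, standard error 1.38) and without WT replicate 4 (1.77, standard error 0.46), the gap fell within a standard error that was larger, while the value itself hardly moved or moved away from the paper's. Without WT replicate 7 or 10 or non-lesional replicate 3, 12 or 15, the value was 1.58 to 1.73, closer to the paper's and within the standard error. The others that gave a value did not close the gap. The log2 fold change of *Usp18* was 1.50 (standard error 0.38) against the paper's 1.09. With DESeq2 (1.51, standard error 0.43) and all 15 samples in 1 fit (1.50, standard error 0.61) the gap likewise fell only within a larger standard error. With voomWithQualityWeights (1.37, standard error 0.50) and without WT replicate 10 or non-lesional replicate 3, 12 or 15 (1.33 to 1.44), the value was closer to the paper's and within the standard error. The others that gave a value did not close the gap. That of *Acaca* was 0.63 against the paper's 0.38, and only the fit without non-lesional replicate 3 came within its standard error, with 0.53.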

Other observations

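All tests in this part were chosen, or had their criterion set, after the result was seen. The first criterion for the type I IFN list, 2 standard deviations between the leave-one-out fits (standard deviation 0.06), was replaced by 2 jackknife standard errors (standard error 0.16) after the values were seen, and both criteria give the same answers for this list.

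The rise of the type I IFN list in libraries labelled non-lesional was tested against technical explanations. Thinning every library to the smallest total gave a mean log2 fold change of 0.65, hair and muscle covariates 0.68, and a Y-linked covariate 0.67. The Y-linked covariate could hardly move the mean, since WT and non-lesional libraries each included 1 library with 0 Y-linked counts. Its value therefore decides nothing. The 27 tested members outside gene families had a mean of 0.63, and all 27 were higher, which argues against reads shared between paralogs as the whole cause. The macrophage list had a mean of 0.018 (adjusted p = 0.627 from camera), which argues against more macrophages in the samples as the whole cause. Without WT replicate 13 it was 0.20 (adjusted p = 0.0078), and without WT replicate 7 or 10 or non-lesional replicate 15 it was -0.04, -0.08 and -0.05. The 25 tested members named neither in Fig. 1d nor in the terms shown in Supplementary Table 1 had a mean of 0.37 (jackknife standard error 0.12), and 24 were higher, which argues against the genes named there as the whole cause. This test was first run leaving out only Fig. 1d and the table's term of the response to interferon-beta, which gave 0.44 over 31 genes (jackknife standard error 0.13), and was then widened to all terms shown. The table shows part of its terms, so other genes of its query set are not excluded from the 25. Small lesions in the non-lesional samples cannot be told apart from a response without lesions. The mean was 0.62 without non-lesional replicate 3, which had the highest hyperplasia score of its group, but this leaves lesions in the other non-lesional samples untested, and 3 of 5 libraries labelled lesional had hyperplasia scores within the range of WT libraries, so this score does not mark every lesion. A higher type I IFN response in non-lesional OTULIN E-KO skin stays open as a hypothesis, found and tested on the same libraries. Differences between litters, cages or days of sampling may also explain the rise and were not tested, since the labels give none of them. After adjustment, fry and the estimated correlation did not pass the list.

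*Otulin* counts were not lower in the libraries labelled OTULIN E-KO. The log2 fold change of 0.18 (standard error 0.20) between non-lesional and WT libraries cannot be told apart from that of mislabelled samples, because transcripts from cells without K14-Cre, or 3′ ends left after the deletion, could also keep the counts up.

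The lesional libraries differed more from one another than the other groups did. On the first principal component of the 500 most variable genes, which held 51.3% of their variance, lesional replicates 2, 5, 8, 11 and 14 had scores of 29.5, -9.59, -8.86, 50.4 and -15.3. WT libraries ran from -10.7 to 4.05 and non-lesional libraries from -11.9 to 5.96. The neutrophil list, of which only the 2 genes *S100a8* and *S100a9* were tested, had scores of 10.5, 2.02, 1.04, 11.3 and 2.58 in the same lesional libraries. Non-lesional replicate 3 had 6.79, and the other non-lesional libraries 1.20 to 3.41. The mean log2 fold change of the neutrophil list between lesional and non-lesional libraries was 5.03 (adjusted p = 0.217 from camera), and 7.76 without non-lesional replicate 3. *S100a8* and *S100a9* are also in the list of innate immunity and inflammation, so these values do not measure neutrophils by themselves. No explanation was tested for these differences between lesional libraries. For the spread of its qRT-PCR values, the paper proposes that lesions are focal and that samples held unequal amounts of lesional skin.

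Of the genes that the paper studied by staining or qRT-PCR in other experiments, these had the following values. *Krt14* had 928 ± 325 CPM (SD, n = 5) in WT, 1002 ± 306 in non-lesional and 2372 ± 2254 in lesional libraries. *Krt10* had 3497 ± 1120, 3927 ± 539 and 2488 ± 1191 CPM. *Mki67* had 36.2 ± 16.5, 45.2 ± 15.5 and 56.7 ± 13.3 CPM. *Adgre1*, which encodes F4/80, had 15.2 ± 5.8, 16.6 ± 2.9 and 14.3 ± 5.2 CPM. *Cxcl10* had 3.80 ± 3.35, 4.08 ± 2.23 and 22.1 ± 32.6 CPM. *Cxcl9* had 4.11 ± 1.62, 6.14 ± 2.86 and 19.0 ± 24.8 CPM, with a log2 fold change of 2.18 (standard error 0.77) in lesional libraries. *Krt6a* had 549 ± 374, 389 ± 146 and 4309 ± 6615 CPM, with a log2 fold change of 2.98 (standard error 1.24) in lesional libraries, where replicates 2 and 11 had 5025 and 15566 CPM and the others 230.3 to 395 CPM. *Casp8* had 12.3 ± 1.6, 13.3 ± 2.6 and 18.2 ± 4.5 CPM, and 5 of 5 lesional libraries lay above all WT libraries (two-sided exact permutation test, p = 0.0079). *Ly6c1* had 70.1 ± 13.1, 66.4 ± 8.9 and 59.6 ± 22.1 CPM. None of these 9 genes had an adjusted p under 0.05 in the comparisons with WT from edgeR's quasi-likelihood test. The unadjusted p of lesional against WT was under 0.05 for *Krt14*, *Mki67*, *Cxcl10*, *Cxcl9*, *Krt6a* and *Casp8*.

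The filter on low counts removed other genes of these experiments in the comparisons with WT. In lesional replicates 2 and 11, *Krt6b* had 3569 and 8822 CPM, *Il1b* 24.8 and 198.6 CPM, *Ccl3* 17.9 and 60.8 CPM, *Tnf* 3.21 and 11.6 CPM, *Cxcl3* 1.38 and 7.60 CPM, and *Il6* 0.459 and 3.04 CPM. In the 3 other lesional libraries, *Krt6b* had at most 4.91 CPM, *Il1b* at most 2.59 CPM, *Ccl3* at most 0.808 CPM, *Tnf* at most 1.96 CPM and *Il6* at most 0.519 CPM, and *Cxcl3* had 0 counts. *Krt6b* had 17.3 CPM in WT replicate 1 and 1.28 to 3.17 CPM in the other WT libraries, and 223 CPM in non-lesional replicate 3 and 0.859 to 10.2 CPM in the other non-lesional libraries. In WT and non-lesional libraries, *Il1b* had at most 8 counts, *Tnf* at most 4, *Ccl3* and *Il6* at most 2, and *Cxcl3* had 0 counts. None of these 6 genes separated lesional from WT libraries (two-sided exact permutation tests, p from 0.103 to 0.444). DESeq2's Wald test, run without that filter, gave *Krt6b* an adjusted p under 0.05 between lesional and WT libraries, and none of the others. *Ly6g* had 0 counts in all 15 libraries.

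The other lists gave these mean log2 fold changes for non-lesional and lesional libraries against WT, each with camera's adjusted p. None of them passed with an estimated correlation or with fry. The IFN-γ list had 0.28 (4.5e-04) and 0.72 (8.4e-04), the latter 0.34 (0.0228) without lesional replicate 11. The proliferation list had 0.27 (2.3e-05) and 0.46 (4.8e-06). Its value in non-lesional libraries was 0.13 without WT replicate 1, 0.42 without WT replicate 4 and 0.17 without non-lesional replicate 6, and in lesional libraries 0.27 without lesional replicate 11. The sterol list had 0.41 (2.4e-06) in lesional libraries, and 0.16 without lesional replicate 11. The fatty acid list had 0.18 (0.0055) in lesional libraries, and 0.11 (0.0638) without lesional replicate 5. The erythrocyte list had 0.63 (9.5e-04) and 0.24 (0.202). Without non-lesional replicate 12 the former was 0.24 (0.0257), and the latter was 0.34 (0.0216) without lesional replicate 2, 0.15 without WT replicate 10 and 0.013 without lesional replicate 14.

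The necroptosis list had 0.02 (adjusted p = 0.537 from camera) in non-lesional and 0.26 (0.0121) in lesional libraries. The former lay between -0.015 without non-lesional replicate 12 and 0.08 without WT replicate 13, and the latter was 0.15 (0.0432) without lesional replicate 11. *Mlkl* and *Ripk3* did not pass the filter on low counts. The macrophage list had 0.24 (0.0331) in lesional libraries. This call was lost without WT replicate 7 (0.18, 0.132) or 10 (0.14, 0.293) and without lesional replicate 2 (0.19, 0.0994), 11 (0.12, 0.127) or 14 (0.22, 0.0966), and the value was 0.41 without WT replicate 13. The hyperplasia list had 0.18 (0.886) in non-lesional libraries, from -0.52 without non-lesional replicate 3 to 0.60 without WT replicate 1. The sebaceous list had 0.36 (0.492) in lesional libraries, and 0.19 without lesional replicate 11. The hair list had -0.96 (0.202) in lesional libraries, and 0.04 without WT replicate 1. The adipocyte list had -0.08 (0.357) in lesional libraries, from -0.23 (0.0098) without WT replicate 7 to 0.09 without WT replicate 13. The muscle list had 0.06 (0.493) and 0.07 (0.202). The former ran from -0.05 without non-lesional replicate 3 to 0.18 (0.0036) without non-lesional replicate 9, and was 0.17 (0.0132) without WT replicate 10. The latter ran from -0.16 (0.0047) without lesional replicate 14 to 0.34 (8.9e-04) without lesional replicate 11.

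Each group had 1 library with at most 3 counts on 4 Y-linked genes, namely WT replicate 1 with 0, non-lesional replicate 12 with 0 and lesional replicate 11 with 2, against 407 to 576 in the others.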
